# Reprograming gene expression in ‘hibernating’ *C. elegans* involves the IRE-1/XBP-1 pathway

**DOI:** 10.7554/eLife.101186

**Published:** 2025-05-06

**Authors:** Melanie Lianne Engelfriet, Yanwu Guo, Andreas Arnold, Eivind Valen, Rafal Ciosk

**Keywords:** hypothermia, hibernation, cold dormancy, global translation, UPR, ER stress, *C. elegans*

## Abstract

In nature, many animals respond to cold by entering hibernation, while in clinical settings, controlled cooling is used in transplantation and emergency medicine. However, the molecular mechanisms that enable cells to survive severe cold are still not fully understood. One key aspect of cold adaptation is the global downregulation of protein synthesis. Studying it in the nematode *Caenorhabditis elegans*, we find that the translation of most mRNAs continues in the cold, albeit at a slower rate, and propose that cold-specific gene expression is regulated primarily at the transcription level. Supporting this idea, we found that the transcription of certain cold-induced genes is linked to the activation of unfolded protein response (UPR) through the conserved IRE-1/XBP-1 signaling pathway. Our findings suggest that this pathway is triggered by cold-induced perturbations in proteins and lipids within the endoplasmic reticulum, and that its activation is beneficial for cold survival.

## Introduction

One constant feature of hibernation is a global reduction of protein synthesis. This is evident from the loss of polyribosomes (also known as polysomes, which are linked to active translation) and the inhibition of key translation factors, such as eIF2α and eEF2, which are required for the initiation and elongation phases of translation, respectively (Chen et al., 2001; Frerichs et al., 1998; Knight et al., 2000; van Breukelen and Martin, 2001). Likewise, cells from non-hibernating species, including humans, also reduce translation in response to cold (Hofmann et al., 2012). Despite this, many studies infer cold-related gene functions based solely on changes in transcript levels. However, given the general suppression of protein synthesis, the relative contributions of transcriptional versus translational regulation to cold-specific gene expression remain unclear.

Hibernation has been traditionally studied in non-standard animal models like squirrels, bats, or bears. Nonetheless, simpler genetic models are often advantageous in dissecting complex biological phenomena. Thus, to better understand gene expression underlying cold adaptation, we employ the nematode *C. elegans*: a rapid, morphologically simple, and genetically tractable animal model. *C. elegans* thrive in temperate climates, indicating that, in the wild, they can tolerate cold spells (Frézal and Félix, 2015). In the laboratory, deep cooling of *C. elegans* either leads to death when the cooling is rapid (Habacher et al., 2016; Ohta et al., 2014; Robinson and Powell, 2016) or to a dormant state when the cooling is more gradual (Habacher et al., 2016; Ohta et al., 2014). Studying the latter response, which in our laboratory involves shifting *C. elegans* (grown at 20 ºC) for 2 hr to 10 °C and then to 4 °C for days, we observed that cold dormancy suppresses aging (Habacher et al., 2016). Incubating nematodes at 4 °C also elicits a diapause-like arrest (Horikawa et al., 2024). Moreover, some mechanisms that facilitate *C. elegans* cold survival similarly benefit cold-treated mammalian cells (Pekec et al., 2022). Thus, while *C. elegans* cold dormancy and mammalian hibernation are not identical, we take the liberty of also referring to the former as *C. elegans* ‘hibernation’.

Here, we demonstrate that *C. elegans*, like bona fide hibernators, respond to cold by globally reducing mRNA translation. However, the residual translation of individual transcripts generally correlates with their abundance. Since transcription is typically the key determinant of steady-state mRNA levels (Tippmann et al., 2012), our findings suggest that cold-specific gene expression is primarily regulated at the transcriptional level. To validate this, we focused on *lips-11*, a cold-induced gene encoding a putative lipase implicated in unfolded protein response (UPR) (Shen et al., 2005). The UPR consists of three stress-sensing and transducing branches: IRE1, PEK1, and ATF6, all conserved in *C. elegans* (Hetz et al., 2020). Once activated, the UPR restores homeostasis by various means, including through remodeling transcription and translation. We find that, in hibernating *C. elegans*, cold activates the IRE-1 branch of the UPR. This activation happens in response to protein and lipid bilayer stress in the endoplasmic reticulum (ER) and results in the expression of some cold-induced genes, which appears beneficial for hibernating nematodes.

## Results

### Protein synthesis is globally reduced in hibernating *C. elegans*

In various species and cultured cells, cooling leads to a global reduction of translation (Chen et al., 2001; Frerichs et al., 1998; Hofmann et al., 2012; Knight et al., 2000; van Breukelen and Martin, 2001). To test if it also applies to *C. elegans*, we used a previously described cooling paradigm and sampling across different temperatures and time points (Figure 1A; Habacher et al., 2016; Pekec et al., 2022). We combined it with either polysome profiling or SUrface SEnsing of Translation (SUnSET). The former method separates translated mRNAs according to the number of bound ribosomes. The latter involves the incorporation of puromycin into newly synthesized peptides and subsequent detection of the incorporated puromycin by western blotting (Arnold et al., 2014; Schmidt et al., 2009). By polysome profiling, we observed in the cold a massive loss of polyribosomes (multiple ribosomes associated with mRNAs), with a concomitant increase in monosomes (Figure 1B). By SUnSET, we observed a stark drop in puromycin incorporation (Figure 1C, Figure 1—figure supplement 1; note that puromycin is still incorporated at 4 °C, albeit much reduced compared with 20 °C). Thus, consistent with observations in other species, severe cooling is accompanied in *C. elegans* by a global reduction of protein synthesis.

**Figure 1.**
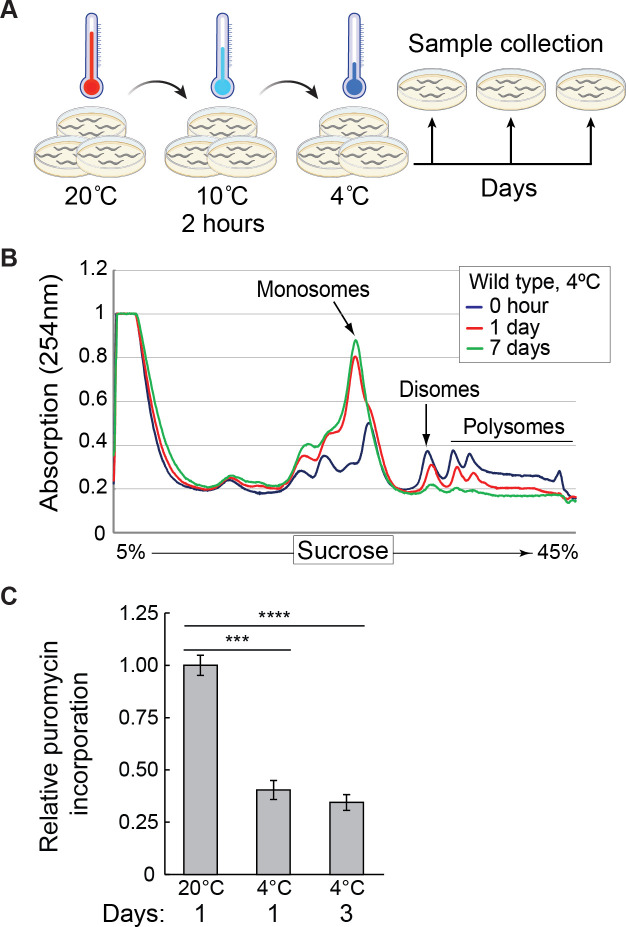
Global protein synthesis is suppressed in hibernating *C. elegans*. (**A**) Schematic of the cooling paradigm used in this study. Young adult nematodes, grown at 20 °C on multiple plates, are first adapted to the cold at 10 °C for 2 hr, and then shifted to 4 °C. At indicated time points, the animals are collected and treated in an experiment-specific manner. Created with BioRender.com. (**B**) Polysome profiles from wild-type animals were treated as shown in (**A**) and collected at 4 °C at the indicated times. Marked are the positions of mono-, di-, and polysomes. Note a strong decrease of large polysomes with a concomitant increase of monosomes in cold, which becomes more pronounced with a longer cold exposure. (**C**) Protein synthesis was evaluated with the SUrface SEnsing of Translation (SUnSET) assay in animals incubated as indicated. The quantification reflects changes in puromycin incorporation (relative to day 1 at 20 °C), normalized to actin as a loading control, and detected by western blotting. Error bars indicate the SEM of three biological replicates. Unpaired two-sided t-test was used for statistical analysis. ***p<0.001, ****p<0.0001.

**Figure 1—figure supplement 1.**
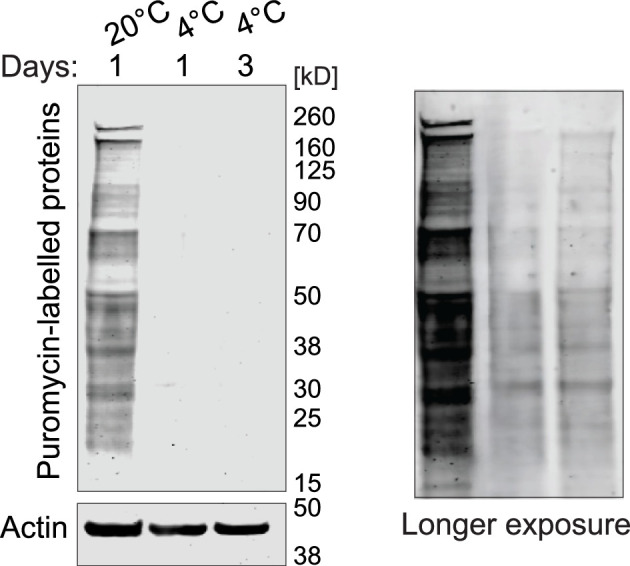
Protein synthesis was evaluated with the SUrface SEnsing of Translation (SUnSET) assay in animals incubated as indicated. Puromycin incorporation was detected by western blot. Actin (ACT-1) was used as a loading control. A longer exposure of the blot on the right shows that puromycin incorporation, although reduced, continues at 4 °C. Figure 1—figure supplement 1—source data 1.PDF file containing original western blots for Figure 1—figure supplement 1, indicating the relevant bands and treatments. Figure 1—figure supplement 1—source data 2.Original files depicting blots displayed in Figure 1—figure supplement 1.

### Transcription determines cold-specific gene expression

Although global translation decreases in the cold, the translation of specific transcripts still could be regulated, i.e., activated or repressed. To examine this possibility, we combined ribosomal profiling with total RNA sequencing (Supplementary file 1, Supplementary file 2). 

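Total RNA was sequenced from whole wild-type (N2) animals raised at 20°C to young adulthood. Animals were collected at 20°C, after the step at 10°C, or from 4°C on day 1, day 3, or day 5, with 2 biological replicates for each of the 5 conditions. The paper gives the time at 10°C as 2 hr, while the treatment labels of the samples give 3 hr. For the last condition, the sample titles and the paper's files give 5 days at 4°C and the treatment labels give 3 days; it is called day 5 here. RNA for sequencing and ribosome footprints came from the same lysates. The authors stripped adapters with fastp, filtered contaminants such as rRNA, mapped the reads with STAR to WBcel235, and deposited FPKM values (fragments per kilobase of transcript, scaled to the reads on all transcripts) for 31865 transcripts of 19985 genes. The values hold 1 column per condition, with no replicate number. Each column is taken here to pool the 2 replicates, which the paper's text does not state. The values carry no replicate error, and differences between conditions could not be tested against the spread between replicates. Multiplied by the length of a transcript's exons, each value was a whole number of reads. The columns held 79504178 reads on transcripts at 20°C, 83707785 at 10°C, 85103831 at 4°C day 1, 80542224 at day 3, and 70741449 at day 5. A read was counted for every transcript it overlaps, and copies of a gene that are nearly identical can each receive the same read. The limits given with FPKM values are 95% Wilson confidence limits; they cover counting error only. A transcript of 1 kb with 3 counts, taken as the floor, would have an FPKM of 0.0358 at 10°C and 0.0353 at 4°C day 1. Changes between conditions are log2 ratios of FPKM + 0.1, which understates the change of transcripts with low values. They were computed for the 19249 transcripts of 10509 genes with an FPKM of at least 1 in at least 1 condition. A gene was represented by its transcript with the highest mean FPKM.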

The biggest changes in the ribosomal occupancy of mRNAs occurred when the animals were shifted from 10°C to 4°C (Figure 2—figure supplement 1A). Thus, most translational remodeling appears to happen during the first day of incubation at 4 °C. Focusing on this transition (from 10°C to 4°C on day 1), we observed a strong correlation between changes in mRNA levels and ribosomal occupancy (Figure 2A). This observation suggests that, overall, mRNA abundance is the main determinant of cold-specific translation (for gene categories changing the most between 10°C and 4°C day 1, see Figure 2—figure supplement 2). 

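At the mRNA level, 957 transcripts were at least 2-fold higher and 818 were at least 2-fold lower at 4°C day 1 than at 10°C. With a 4-fold threshold, 261 transcripts were higher and 157 lower. With a 1.5-fold threshold, 1762 were higher and 2010 lower, and without the filter on low values 1136 were higher and 1233 lower, so under both more transcripts fell than rose. The median log2 ratio of all transcripts was -0.09. With ratios centred on it, 1086 were at least 2-fold higher and 713 lower. The other 2 pairs of counts were not centred, so their excess of falls may come from this shift. The median absolute log2 ratio was 0.24 over all transcripts past the filter. By comparison, 299 transcripts changed at least 2-fold from 20°C to 10°C, 984 from day 1 to day 3, and 1035 from day 3 to day 5 at 4°C. The relation to ribosomal occupancy was examined with the paper's RPF values in the portion of Supplementary file 2 that could be read. That portion holds 1998 transcripts, all on chromosome I. Of these, 1308 transcripts of 706 genes had an mRNA FPKM of at least 1 in at least 1 condition and an RPF value of at least 1 at 10°C or 4°C day 1. Across these transcripts, the log2 ratios of mRNA and RPF had a Pearson correlation of 0.416 and a Spearman correlation of 0.315. Resampling the genes 1000 times gave 95% limits of 0.302 to 0.529 for the Pearson correlation. The standard deviation of the log2 ratios was 0.41 for mRNA and 1.47 for RPF. With the filter raised to an FPKM of 5, the Pearson correlation was 0.304. Transcripts are not independent replicates, so no p-value is given.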

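Gene families, chosen by the prefix of the gene name to stand for categories of this kind, were examined in the mRNA values. For each family, the median log2 ratio from 10°C to 4°C day 1 was ranked among 10000 random lists of the same size matched on mean expression. This describes the sequenced libraries and is not a test across replicates. The 77 genes of ribosomal proteins had a median of 0.18, at percentile 94.6 of the random lists, and 74 of them were above 0. The median was -0.47 for the 36 genes of UDP-glucuronosyltransferases (percentile 0.07) and -0.42 for the 35 genes of cytochromes P450 (percentile 0.095), which include monooxygenases. For the 18 peroxisomal genes of the *prx* and *acox* classes, the median was -0.56, below every random list. C-type lectins and lysozymes, taken for the defense response, had a median of -0.30 over 65 genes (percentile 0.03). The 75 collagen genes had a median of -0.56, also below every random list. Without the filter on low values, the median of the C-type lectins and lysozymes was -0.04 and lay inside the range of the random lists. With the filter at an FPKM of 5, the medians of the cytochromes P450 (-0.26) and of the peroxisomal genes (-0.14) lay inside that range as well.

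**Figure D1:**
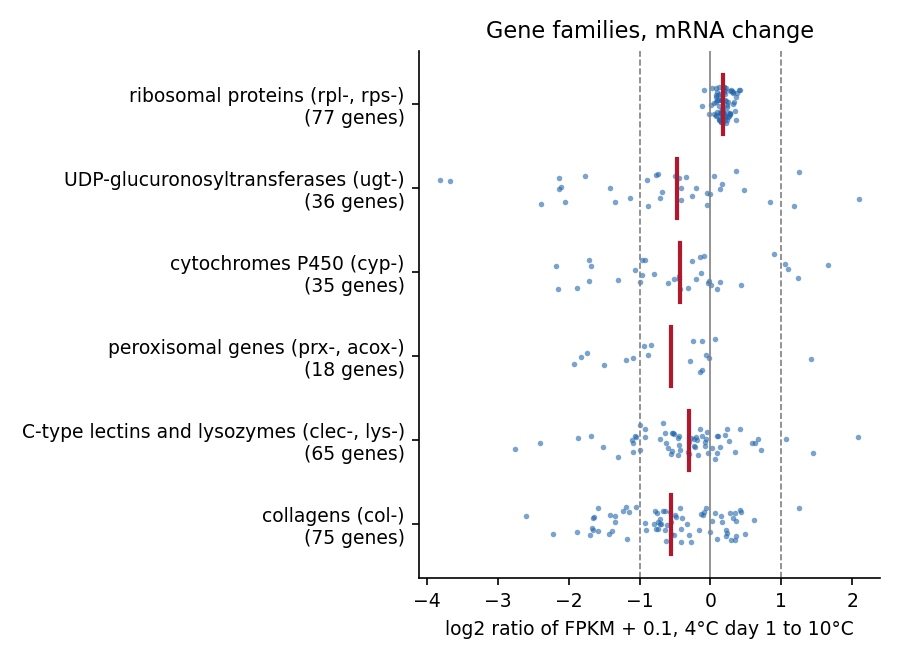
Log2 ratio of FPKM + 0.1 at 4°C day 1 to 10°C (x-axis) for the genes of 6 families; each point is a gene, the red bar is the median of the family, and the dashed lines mark a 2-fold change. The ribosomal protein genes lie between -0.12 and 0.41, while the other families spread over a wider range with medians below 0.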

Nonetheless, we observed some exceptions, such as a group of transcripts whose translation appeared reduced in the cold with no concomitant drop in mRNA levels (red dots in Figure 2A), suggesting that they may be subjected to cold-specific translation repression. 

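Supplementary file 3 lists 33 transcripts of 22 genes in this group, 9 of which are collagen genes. In the mRNA values, 27 of these transcripts, from 16 genes, passed the filter. Their log2 mRNA ratios from 10°C to 4°C day 1 ranged from -0.03 to 0.50 with a median of 0.17, and 26 of them were above 0. No transcript was 2-fold lower or 2-fold higher. With the ratios centred on the median of all transcripts, the median of the group was 0.26. The paper's reported RPF changes for the same transcripts have a median log2 ratio of -3.08. The other 6 transcripts had few reads, from 1 to 46 per condition at 10°C and 4°C day 1, and their change in mRNA was not detectable at this depth.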

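The mRNAs of the desaturase genes *fat-2*, *fat-3*, and *fat-4*, which all lie on chromosome IV, were examined one by one. The *fat-2* transcript with the highest mean FPKM (13323873 to 13326395, 3 exons) had an FPKM of 99.8 at 10°C (limits 97.9 to 102) and 116 at 4°C day 1 (114 to 118.5), with a log2 ratio of 0.22 (0.17 to 0.28). For *fat-3*, that transcript (9805721 to 9805999, 2 exons) is a short isoform of 234 bases. Its FPKM was 40.3 at 10°C and 40.8 at 4°C day 1, and the log2 ratio of 0.02 (-0.18 to 0.22) was within the counting error. The longer *fat-3* transcripts, which share its exons in part and are read more deeply, had log2 ratios of 0.31 (W08D2.4a.1, 3735 reads at 10°C and 4711 at 4°C day 1), 0.26 (W08D2.4d.1), and 0.21 (W08D2.4b.1). The *fat-4* transcript (9801905 to 9802072) has 1 exon, and its FPKM rose from 97.8 to 109, a log2 ratio of 0.16 (0.01 to 0.31). The log2 ratio was 0.27 for each of the longer *fat-4* transcripts (T13F2.1a.1 and T13F2.1b.1), and 0.08 for the shorter *fat-2* transcript (W02A2.1b.1). At day 3 and day 5, the FPKM of the transcript with the highest mean was 108 and 90.0 for *fat-2*, 40.0 and 37.7 for *fat-3*, and 105 and 118 for *fat-4*.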

Intriguingly, this group includes mRNAs encoding three fatty acid desaturases (FAT-2,–3, and –4; Supplementary file 3 and Figure 2—figure supplement 1B). This is surprising, considering that desaturation of membrane lipids has been thought to play an important role in cold adaptation (Hayward et al., 2007). However, the levels of most mRNAs correlate with the ribosomal occupancy. If the latter accurately describes translation status, the more ribosomes associated with a particular mRNA, the more protein it will yield in the cold. To strengthen this argument, we searched a public *C. elegans* depository (CGC) and identified three strains expressing GFP-fused proteins, whose ribosomal footprints either increase (*cebp-1* and *numr-1*) or not (*hsf-1*) in the cold. Monitoring their expression, we observed the expected rise in the levels of CEBP-1::EGFP and NUMR-1::EGFP, but not HSF-1::EGFP, in the cold (Figure 2—figure supplement 3).

**Figure 2.**
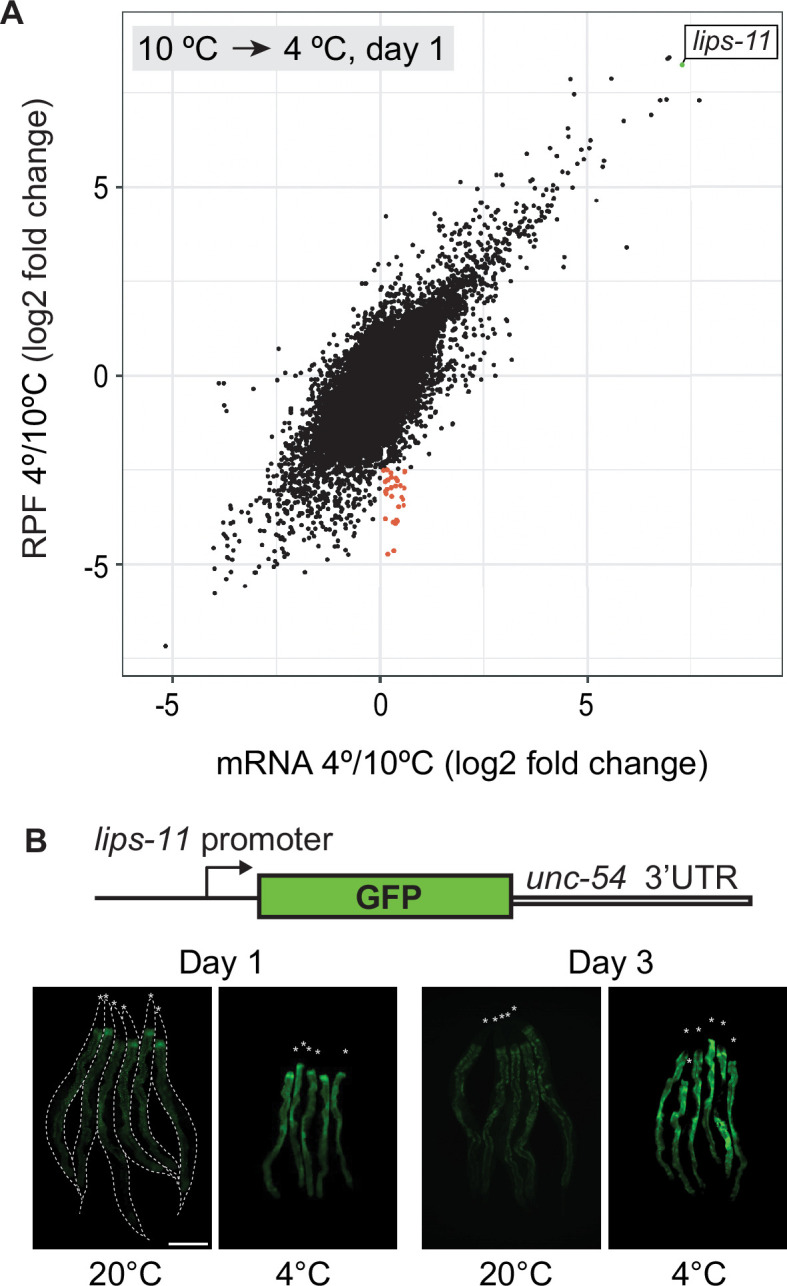
Transcription may be the main determinant of gene expression in the cold. (**A**) Changes in mRNA abundance (‘mRNA’ on the x-axis) and translation (ribosome protected fragment, ‘RPF’ on the y-axis) for all transcripts upon shifting wild-type animals from 10°C to 4°C. Each dot represents the log (base 2) fold change of a single transcript. The most upregulated transcript, *lips-11*, is indicated in green. Overall, note a strong correlation between mRNA levels and translation (Pearson correlation coefficient = 0.7244968). A small subpopulation of transcripts (red) displayed little or no change in mRNA levels but reduced association with ribosomes, suggesting specific translation repression. (**B**) Top: Diagram representing a reporter construct, wherein GFP is expressed under the control of the *lips-11* promoter and *unc-54* 3’ UTR. Below are representative fluorescent micrographs, taken at the indicated conditions, of several bundled animals carrying the GFP reporter. The animals are outlined in the control panel and the heads are indicated by asterisks. The scale bar = 200 µm.

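Ranked by the log2 mRNA ratio from 10°C to 4°C day 1, *lips-11* was first among the 19249 transcripts past the filter, with a log2 ratio of 7.10 (limits 6.73 to 7.47). The next was *fbxa-163* with 7.00 (6.42 to 7.39), which is not apart from *lips-11* by counting error alone. They were followed by F19B10.13 (6.69), Y46H3A.5 (6.61), *lips-13* (6.58), *numr-1* and *numr-2* (both 6.30), *nspe-6* (5.70), K10D3.8 (5.39), and H39E23.3 (5.38). The values of *numr-1* and *numr-2* are identical in every column, so reads of these copies are not told apart. K10D3.8 had 1 read at 10°C, which is under the floor of 3 counts. The rank of *lips-11* depended on the pseudocount: it was 2 with a pseudocount of 1, after F19B10.13, and 4 with a pseudocount of 0.01. The largest falls were those of *hacd-1* (-5.23), *fat-5* (-3.995), *ugt-44* (-3.81), F22F7.8 (-3.80), F52H2.3 (-3.80), *ncx-7* (-3.80), C09G9.5 (-3.69), *ugt-63* (-3.67), and K01D12.9 (-3.65). F01E11.20, a transcript of 30 bases that lies within an exon of *tsp-16*, belongs to the same set but had 3 reads at 10°C and 0 at 4°C day 1, so no fold is given.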

**Figure 2—figure supplement 1.**
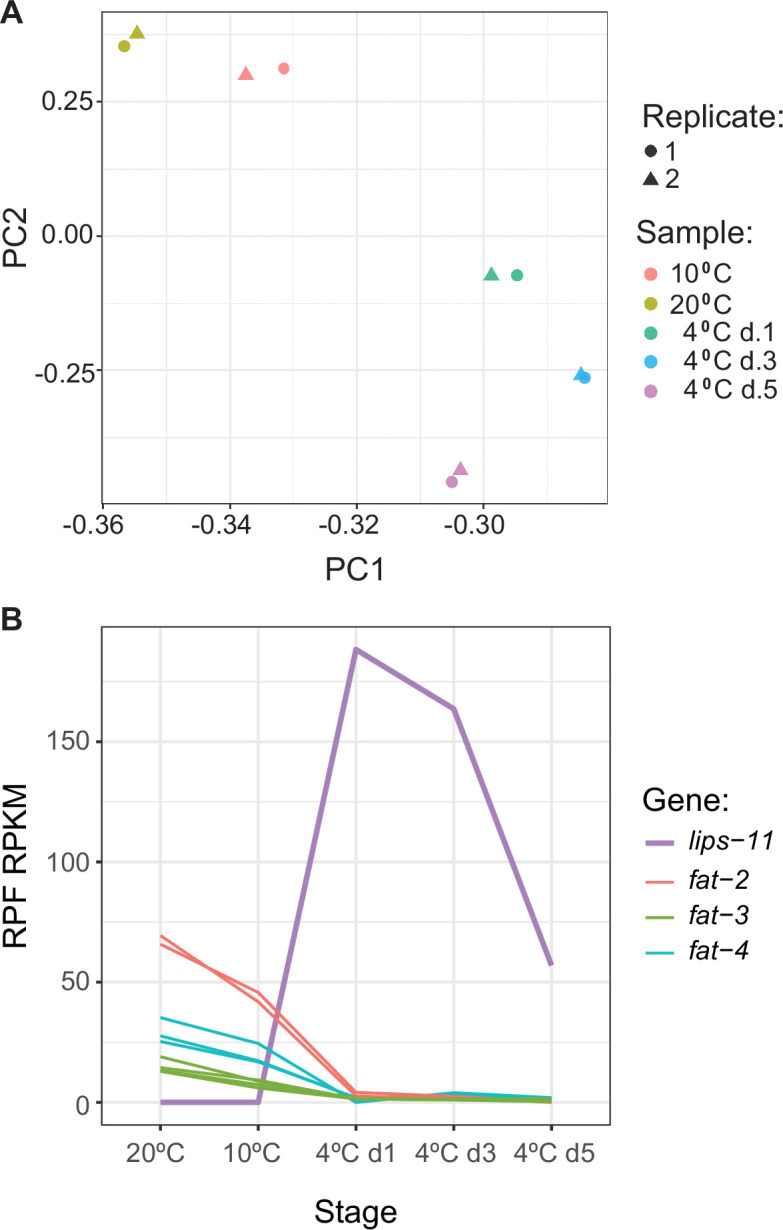
Ribosomal occupacy measured at different temperatures. (**A**) PCA plot of ribosome profiling samples and replicates based on mRNA ribosome protected fragment (RPF) normalized according to reads per kilobase exon per million reads (RPKM). Note co-clustering of replicates and temperatures. (**B**) Changes in translation for selected genes as a function of temperature changes and exposure.

**Figure 2—figure supplement 2.**
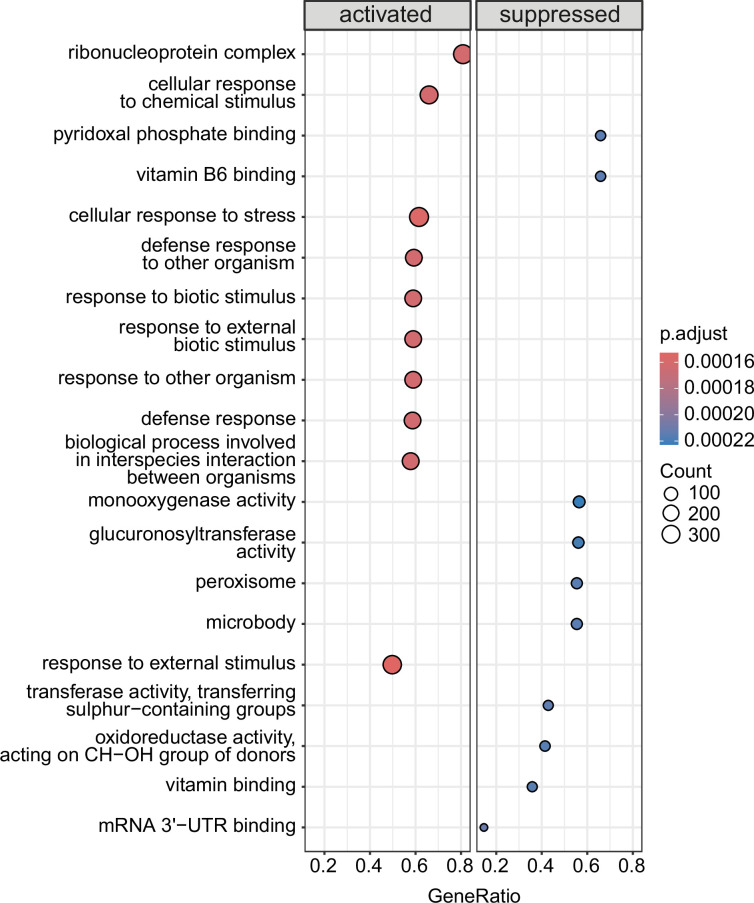
Gene set enrichment analysis depicting the top 10 categories that are activated or suppressed between 10°C and 4°C on day 1 in wild-type animals.

**Figure 2—figure supplement 3.**
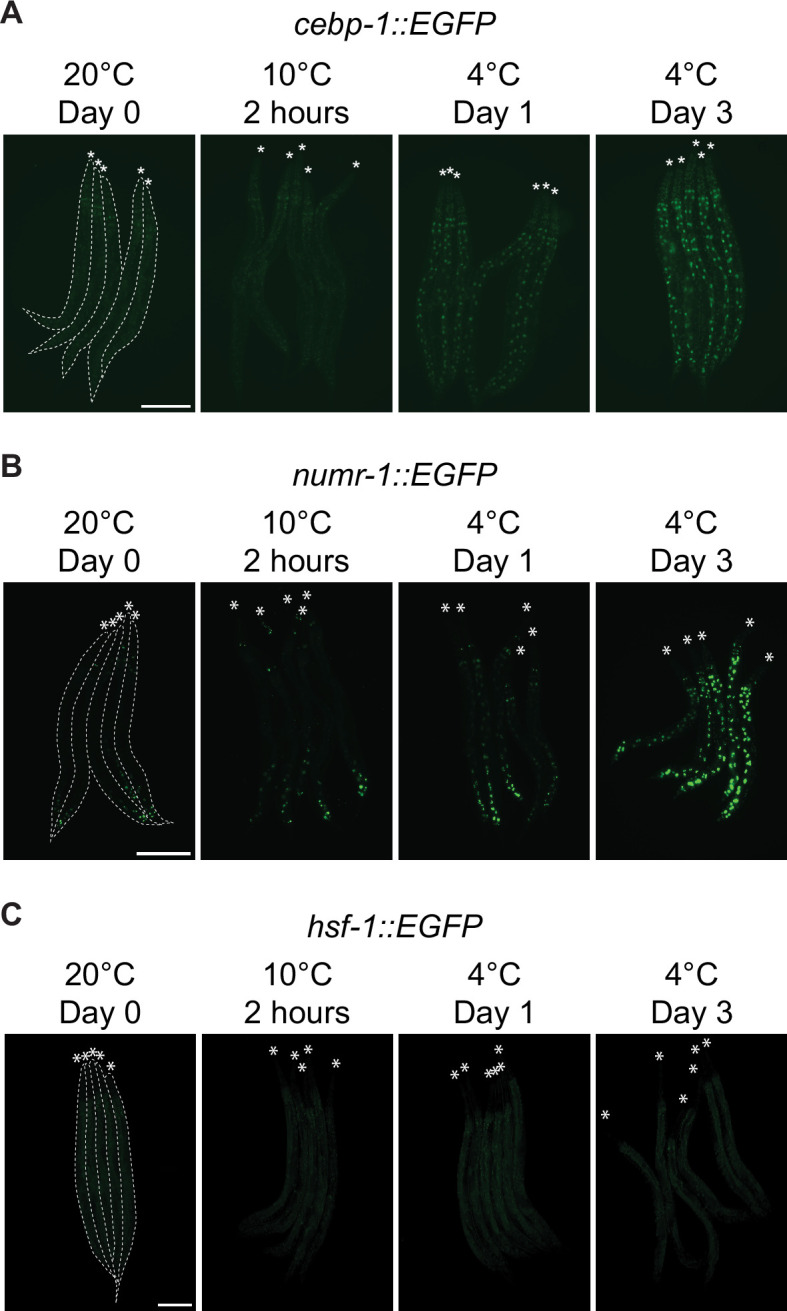
Micrographs of animals expressing EGFP fused to CEBP-1. (**A**), NUMR-1 (**B**), or HSF-1 (**C**), was taken at the indicated time and temperature. Animals are outlined in the left panels and the heads are indicated with asterisks (**A–C**). The scale bar = 200 µm.

Transcription is typically the key determinant of mRNA levels (Tippmann et al., 2012). Thus, our results suggest that cold-specific gene expression may stem from transcriptional regulation. 

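The gene *lips-11* (WBGene00020472) encodes a lipase-related protein and lies on chromosome II of WBcel235, on the reverse strand, from 1108841 to 1111001. Its transcript T13B5.5.1 has 5 exons with 876 bases, and no exon of another annotated gene overlaps them. The FPKM of *lips-11* was 0.115 at 20°C (limits 0.0582 to 0.227), 0.723 at 10°C (0.553 to 0.945), and 113 at 4°C day 1 (110.6 to 115.4). It was 85.9 at day 3 (83.8 to 88.1) and 45.0 at day 5 (43.4 to 46.7). These values rest on 8 reads at 20°C, 53 at 10°C, 8424 at day 1, 6064 at day 3, and 2789 at day 5. Adjacent on the same strand are *lips-12* (1112184 to 1114233) and *lips-13* (1115606 to 1118042). Their reads were 7.16% and 29.3% of those of *lips-11* at 4°C day 1, and reads shared between these similar genes cannot be excluded from the values. The nearest genes past the filter on either side of the 3 had log2 ratios of 0.48 for *pho-14* and -0.13 for *sut-1*. The paper reasons from the correlation of mRNA levels with ribosomal occupancy, and from transcription being the usual determinant of mRNA levels, to a role of transcriptional regulation in the cold.

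**Figure D2:**
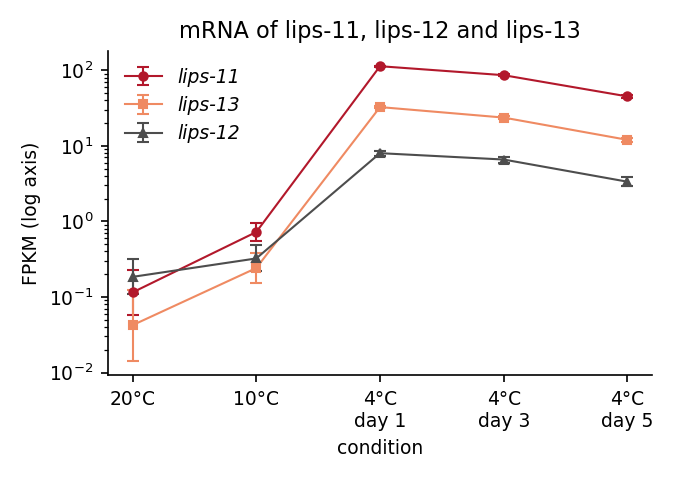
FPKM (log axis) of lips-11, lips-12, and lips-13 in the 5 conditions; bars are 95% Wilson limits of the pooled reads and cover counting error only. All 3 genes are highest at 4°C day 1, where lips-11 reaches 113.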

To test this, we selected one gene, *lips-11*, whose expression increased the most during the shift from 10°C to 4°C (green dot in Figure 2A). To test if cold upregulates *lips-11* transcription, we generated a strain expressing a GFP reporter, whose expression depends on the endogenous *lips-11* promoter (P*lips-11*) and the *unc-54* 3’UTR (permitting unregulated expression of the attached open reading frame). We observed that the *lips-11* promoter was sufficient to upregulate GFP fluorescence (Figure 2B), suggesting that the expression of at least some genes in the cold is regulated at the transcriptional level.

### Cold-induced transcription of *lips-11* depends on the IRE-1/XBP-1 branch of the UPR

Intriguingly, *lips-11* belongs to genes activated by the UPR during ER stress (UPR^ER^) (Shen et al., 2005). Indeed, we observed that the P*lips-11* GFP reporter’s levels increased upon treating animals with the protein glycosylation inhibitor tunicamycin, a UPR^ER^ inducer (Figure 3—figure supplement 1). This observation prompted us to examine if the induction of *lips-11* in the cold depends on a particular branch of the UPR^ER^; IRE-1, ATF-6, or PEK-1. Indeed, we observed reduced levels of the *lips-11* reporter upon RNAi-mediated depletion of *ire-1*, but not *atf-6* or *pek-1* (Figure 3A). Thus, *lips-11* expression in the cold depends on the UPR^ER^ signal transducer IRE-1.

**Figure 3.**
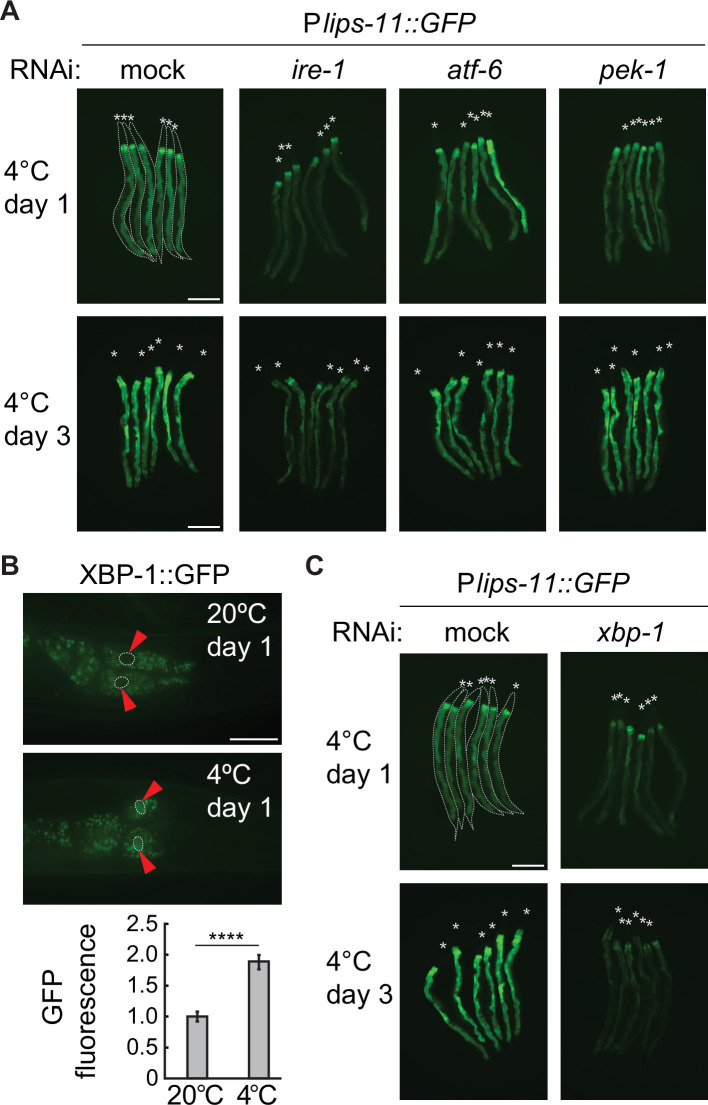
Cold-induced transcription of *lips-11* depends on the IRE-1/XBP-1 pathway. (**A**) Micrographs of several bundled animals expressing the P*lips-11::GFP* reporter, taken at the indicated conditions. Note a strong decrease in GFP expression after 1 and 3 days at 4 °C upon RNAi-mediated knockdown of *ire-1*, but not of *atf-6* or *pek-1*. The animals are outlined in the top-left panel and the heads are indicated by asterisks (**A and C**). The scale bar = 200 µm. (**B**) Top: Representative micrographs of adult animals expressing the P*xbp-1::xbp-1::GFP* splicing reporter at the indicated temperatures and time points. GFP is expressed in frame only upon removal of the IRE-1-regulated intron in *xbp-1* mRNA. Arrowheads indicate the outlined nuclei of the most anterior pair of intestinal cells. The scale bar = 40 µm. Below is the corresponding quantification of the nuclear GFP relative to 20 °C. Between two and five nuclei were analyzed per animal, in at least fifteen animals per condition. Error bars indicate the SEM of three biological replicates. Unpaired two-sided t-test was used for statistical analysis. ****p<0.0001. (**C**) Micrographs of mock or *xbp-1* RNAi-treated P*lips-11::GFP* reporter animals, kept for 1 or 3 days at 4 °C. The scale bar = 200 µm.

**Figure 3—figure supplement 1.**
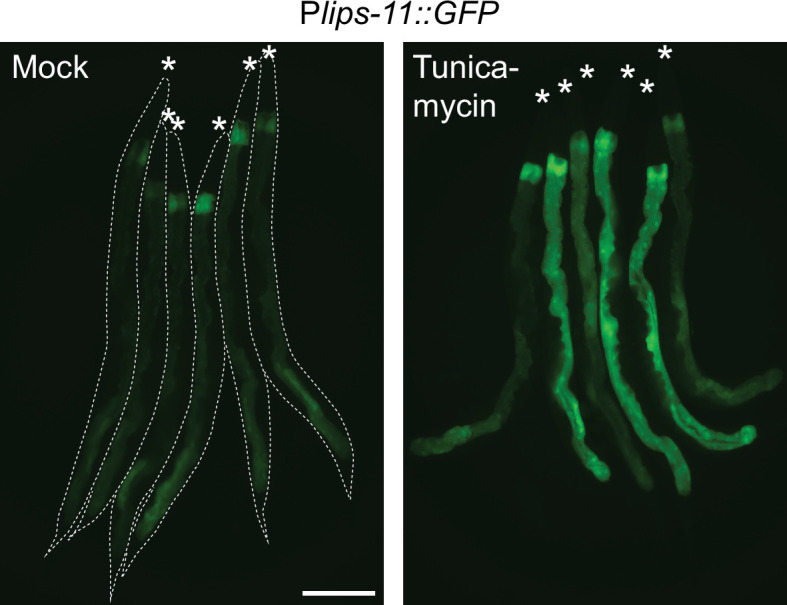
Micrographs of bundled P*lips-11::GFP* reporter animals after 6 hr of treatment with DMSO (mock) or tunicamycin at 20 °C. Animals are outlined in the left panel and the heads are indicated with asterisks. The scale bar = 200 µm.

**Figure 3—figure supplement 2.**
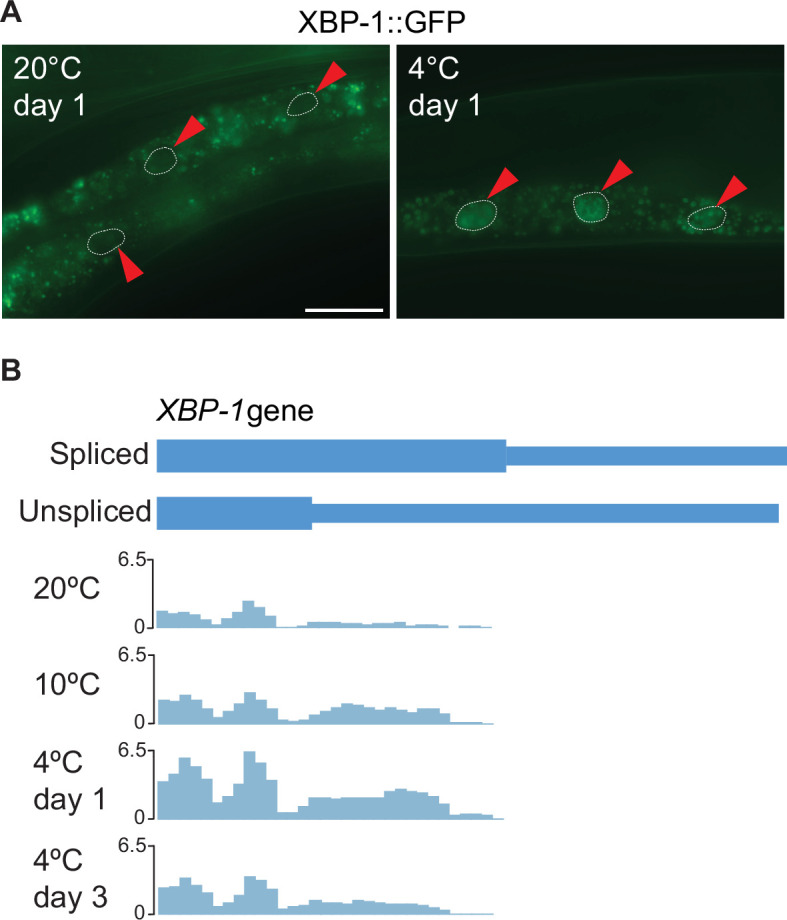
*XBP-1* splicing at different temperatures. (**A**) Micrographs depicting the middle part of adult animals expressing the P*xbp-1::xbp-1::GFP* splicing reporter at the indicated temperatures and time points. GFP is expressed in frame only upon removal of the IRE-1-regulated intron in *xbp-1* mRNA. Arrowheads indicate outlined intestinal nuclei. The scale bar = 40 µm. (**B**) Coverage of ribosome protected fragments (RPF) over the two isoforms of *xbp-1* showing the increased translation of the extended (Spliced) proteoform after 2 hr at 10 °C and subsequent days at 4 °C as compared to 20 °C day 0. All tracks are on the same scale, normalized to their respective library sizes and multiplied by a scale factor (10^6).

In response to ER stress, the endoribonuclease domain of IRE-1 is activated and promotes the ‘splicing’ of *xbp-1* mRNA, which gives rise to the functional form of the XBP-1 transcription factor (Calfon et al., 2002). As XBP-1-independent functions of IRE-1 have been also reported, we first examined if *xbp-1* mRNA is processed in the cold. To do this, we used an *xbp-1* splicing reporter strain, wherein the *xbp-1* promoter drives the expression of a genomic *xbp-1* fragment fused to GFP, which is expressed in frame upon the processing by IRE-1 (Ozbey et al., 2020). Importantly, we observed a significant upregulation of XBP-1::GFP in the cold (Figure 3B and Figure 3—figure supplement 2A). Additionally, we used our ribosome profiling data to assess the translation of spliced *xbp-1* mRNA. The observed pattern of ribosomal occupancy was consistent with an increased splicing of *xbp-1* mRNA during cooling (Figure 3—figure supplement 2B). Finally, the cold-induced expression of the *lips-11* reporter depended on XBP-1 (Figure 3C). Together, these observations suggest that the upregulation of *lips-11* during cold dormancy depends on the activation of the IRE-1/XBP-1 branch of the UPR^ER^.

### Hibernation specifically activates the IRE-1 branch of the UPR^ER^

The activation of IRE-1 in the cold suggests that hibernating animals experience ER stress. To confirm this, we utilized a commonly used UPR^ER^ reporter strain, wherein GFP expression is driven by the promoter of *hsp-4*, the *C. elegans* homolog of the ER chaperone BiP (Calfon et al., 2002). Indeed, the expression of this reporter increased in the cold (Figure 4A). By following the expression of mitochondrial chaperones *hsp-6* (homolog of HSP70) and *hsp-60* (homolog of HSP60), we additionally examined if cold elicits UPR in the mitochondria (UPR^mito^) (Yoneda et al., 2004). However, by contrast to *hsp-4*, neither *hsp-6* nor *hsp-60* were induced in the cold (Figure 4—figure supplement 1). Thus, hibernating animals appear to experience stress in the ER but not mitochondria.

**Figure 4.**
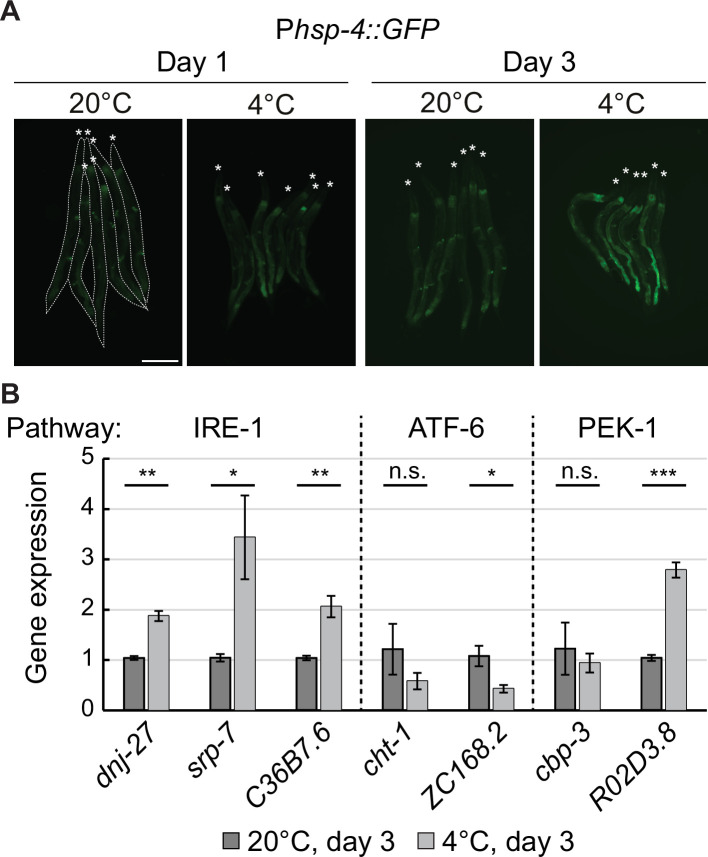
Cold specifically activates UPR^ER^ through IRE-1. (**A**) Micrographs of several bundled animals carrying the P*hsp-4::GFP* reporter, taken at the indicated temperature and time. The animals are outlined in the left and the heads are indicated by asterisks. The scale bar = 200 µm. (**B**) RT-qPCR analysis of changes in mRNA levels for known UPR^ER^ target genes after 3 days at 4 °C, relative to 3 days at 20 °C. Dashed lines separate genes that are regulated by different pathways (IRE-1, ATF-6, and PEK-1). Note that the mRNA levels of all IRE-1 responsive genes are significantly upregulated at 4 °C. Error bars indicate the SEM of three biological replicates. Unpaired two-sided t-test was used for statistical analysis. ns: p>0.05, *p<0.05, **p<0.01, ***p<0.001.

**Figure 4—figure supplement 1.**
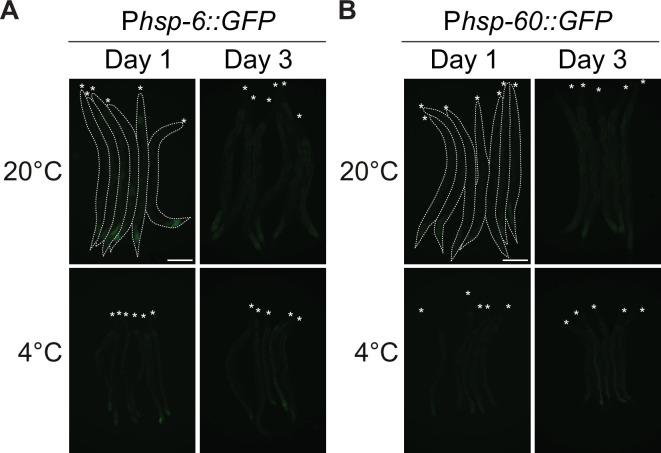
Mitochondrial UPR monitored as indicated. (**A**) Micrographs of bundled P*hsp-6::GFP* UPR^mito^ reporter animals, taken at the indicated time and temperature. Animals are outlined in the top-left panel and the heads are indicated with asterisks. The scale bar = 200 µm. (**A and B**). (**B**) Micrographs of bundled P*hsp-60::GFP* UPR^mito^ reporter animals, taken at the indicated time and temperature.

**Figure 4—figure supplement 2.**
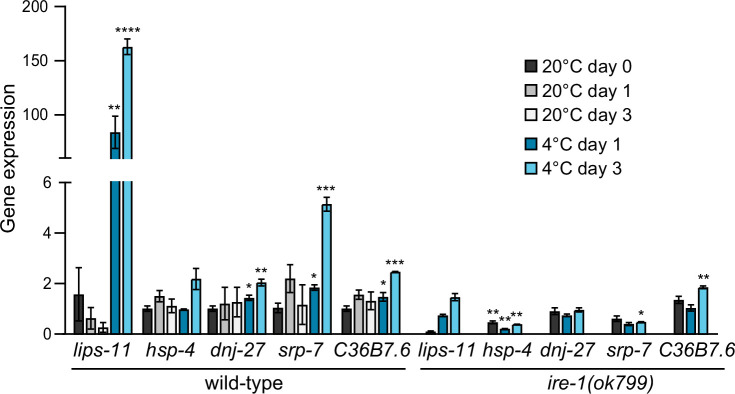
RT-qPCR analysis of changes in mRNA levels for known IRE-1 target genes in wild-type and *ire-1(ok799*) animals after 1 or 3 d at 20 °C or 4 °C, relative to wild-type animals at 20 °C day 0 (harvested immediately prior to cold adaptation at 10 °C). Note that the mRNA levels of most IRE-1 responsive genes are significantly upregulated at 4 °C in wild-type and remain unchanged or are significantly downregulated in *ire-1(ok799*) mutants. Error bars indicate the SEM of three biological replicates. Unpaired two-sided t-test was used for statistical analysis. Unmarked bars: p>0.05 (not significant), *p<0.05, **p<0.01, ***p<0.001, ****p<0.0001.

While we showed that *lips-11* upregulation is mediated by the IRE-1/XBP-1 pathway, other branches of the UPR^ER^ could be activated in the cold. Testing this possibility, we examined the expression of select UPR^ER^ target genes regulated through the IRE-1 (*dnj-27*, *srp-7*, *C36B7.6*), the ATF-6 (*cht-1*, *ZC168.2*), or the PEK-1 (*cbp-3*, *R02D3.8*) pathway (Shen et al., 2005). Among these transcripts, four displayed increased abundance on day 3 in the cold, relative to the corresponding day 3 animals at 20 °C (Figure 4B). Notably, 3/4 of them are known targets of the IRE-1 pathway. Further analysis confirmed that the endogenous transcript levels of these IRE-1 responsive genes (including *lips-11*) increased in abundance as early as 1 d in the cold and continued to accumulate after 3 d, relative to reference animals collected at 20 °C immediately before cooling (day 0) (Figure 4—figure supplement 2). Importantly, the upregulation of these transcripts in the cold declined in the loss-of-function *ire-1(ok799*) mutants, indicating that their upregulation in the cold depends on IRE-1 (Figure 4—figure supplement 2). Together, these findings suggest that cooling triggers the UPR^ER^, resulting in IRE-1-dependent gene expression.

### The cold-induced UPR^ER^ stems from both protein misfolding and lipid disequilibrium

ER stress and subsequent activation of the UPR^ER^ are typically associated with misfolded proteins accumulating in the ER lumen. To test if cold aggravates protein misfolding, we employed another reporter strain, wherein YFP is fused to a mutated form of the *C. elegans* cathepsin L-like protease (CPL-1^W32A, Y35A^), which does not fold properly and accumulates during ER stress (Efstathiou et al., 2022). We found that the levels of misfolded CPL-1 modestly increased after 1 d in the cold but then returned to basal levels after a longer cold exposure (Figure 5). Thus, disturbed ER proteostasis may, at least transiently, trigger the activation of UPR^ER^ in hibernating animals.

**Figure 5.**
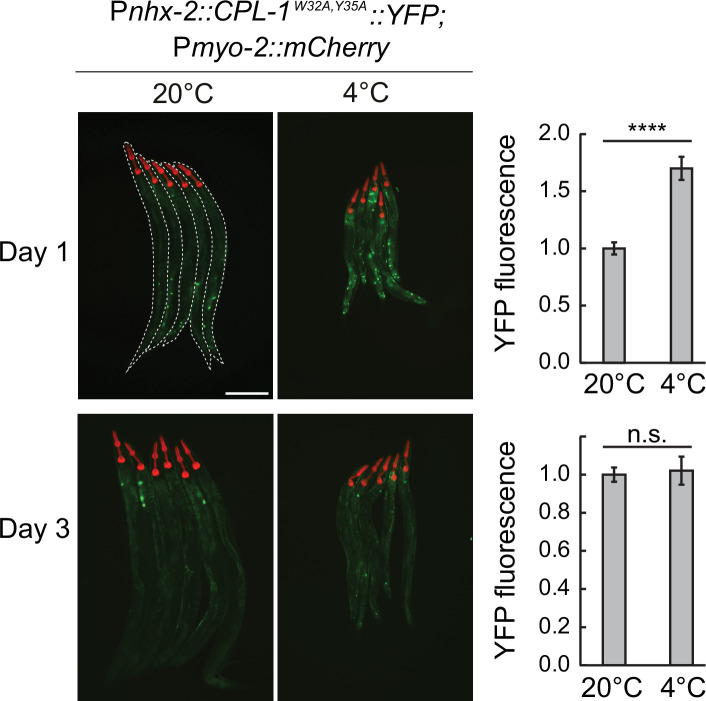
Misfolded protein levels increase transiently during cold exposure. Left: representative micrographs, taken at the indicated conditions, of bundled animals carrying the CPL-1^W32A,Y35A^::YFP misfolding reporter. The head of each animal is highlighted by the pharyngeal expression of mCherry, driven by the *myo-2* promoter. Animals are outlined in the top-left panel. The scale bar = 200 µm. Right: the corresponding quantification of YFP fluorescence at 4 °C after 1 or 3 days, relative to 20 °C. The YFP fluorescence was analyzed from whole animals, with a minimum of 38 animals per condition. Error bars indicate the SEM of three biological replicates. Unpaired two-sided t-test was used for statistical analysis. ns: p>0.05, ****p<0.0001.

Apart from protein misfolding, lipid disequilibrium is also known to trigger UPR^ER^ (Halbleib et al., 2017; Tam et al., 2018; Volmer et al., 2013). The IRE-1 pathway is specifically activated when the ratio between phosphatidylcholine (PC) and phosphatidylethanolamine (PE) decreases, or when the levels of unsaturated fatty acids become insufficient (Ariyama et al., 2010; Hou et al., 2014; Thibault et al., 2012). In the latter case, reduced content of unsaturated fatty acids (FAs) results in a decreased ER membrane fluidity, which is thought to increase the oligomerization and thus the activation of IRE-1 (Halbleib et al., 2017). Thus, we asked if dietary supplementation of unsaturated FAs or choline (crucial for PC synthesis) affects the IRE-1 activity in the cold. We first validated the effectiveness of FA supplementation by confirming a previous report, that adding unsaturated FAs prevents the *hsp-4* induction in *fat-6* RNAi-depleted animals (Hou et al., 2014; Figure 6—figure supplement 1). Following a similar FA supplementation procedure, we observed no reduction in the expression of the *lips-11* reporter in the cold (Figure 6—figure supplement 2). Thus, insufficient lipid desaturation does not seem to be the main trigger of UPR^ER^ in the cold. By contrast, supplementing the diet with choline reduced the expression of both *lips-11* and *hsp-4* reporters in hibernating animals (Figure 6A–B). Moreover, we found that choline supplementation was beneficial for cold survival (Figure 6C). Together, these experiments suggest that cold-induced activation of UPR^ER^ could be triggered by sensing disruptions in both protein and lipid homeostasis, with the latter related to insufficient levels of PC rather than unsaturated FAs.

**Figure 6.**
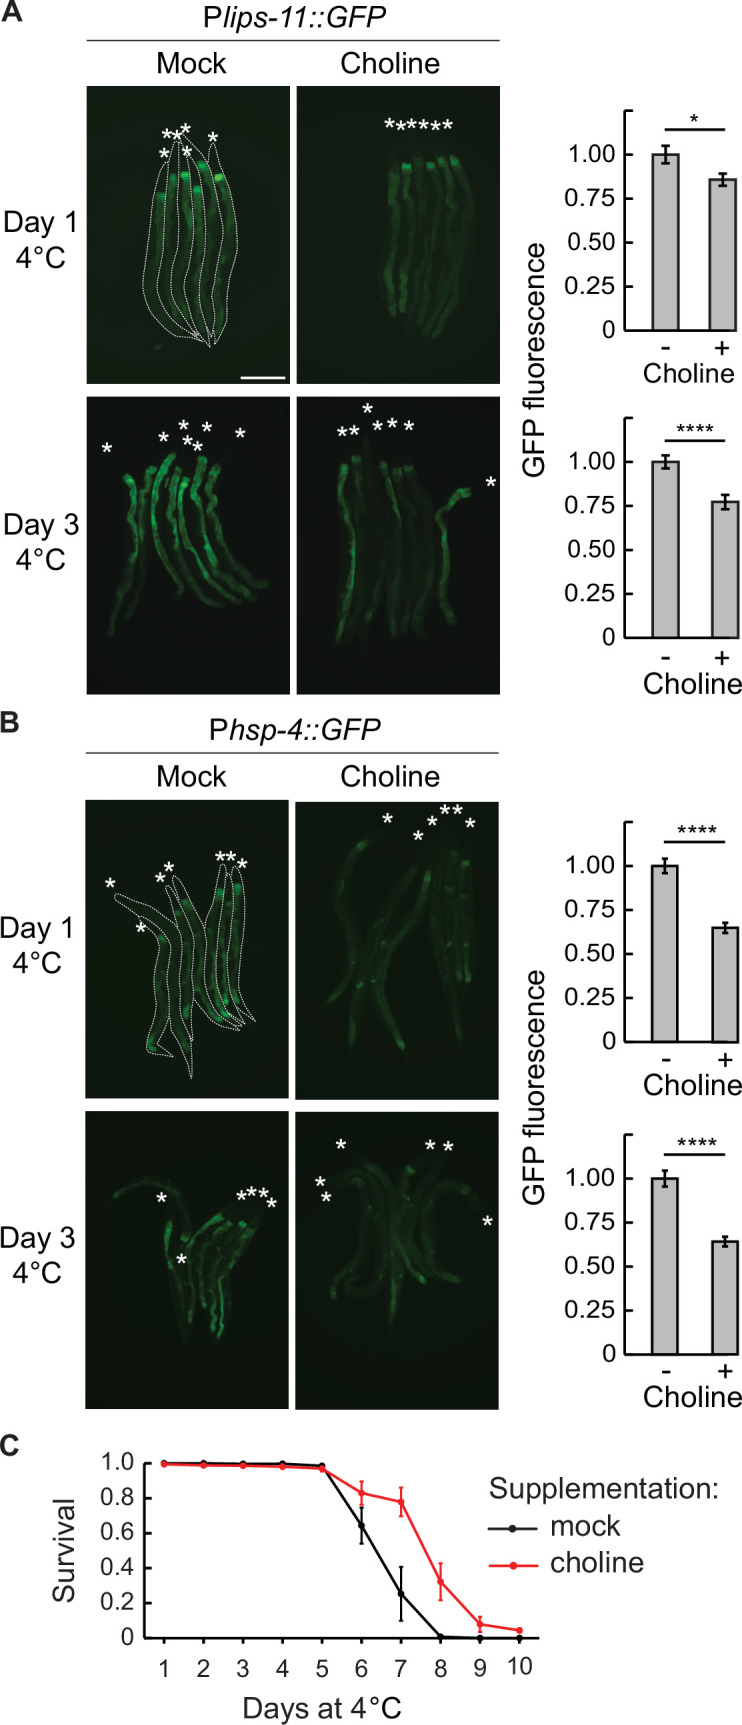
Choline supplementation suppresses UPR^ER^ and improves cold survival. (**A**) Left: micrographs taken after 1 or 3 days at 4 °C of bundled P*lips-11::GFP* reporter animals on a mock or 50 mM choline supplemented diet. Animals are outlined in the top-left panel and the heads are indicated with asterisks (**A and B**). The scale bar = 200 µm. Right: the corresponding quantification of intestinal GFP fluorescence after 1 or 3 days at 4 °C on a choline-supplemented diet, relative to a mock diet. GFP fluorescence was analyzed from a minimum of 38 animals per condition. Error bars indicate the SEM of three biological replicates. Unpaired two-sided t-test was used for statistical analysis. *p<0.05, ****p<0.0001. (**B**) Left: Micrographs taken after 1 or 3 days at 4 °C of bundled P*hsp-4::GFP* reporter animals on a mock or 50 mM choline supplemented diet. The scale bar = 200 µm. Right: the corresponding quantification of intestinal GFP fluorescence after 1 or 3 days at 4 °C on a choline supplemented diet, relative to a mock diet. GFP fluorescence was analyzed from a minimum of 28 animals per condition. Error bars indicate the SEM of three biological replicates. Unpaired two-sided t-test was used for statistical analysis. ****p<0.0001. (**C**) Survival of wild-type animals on a mock or choline-supplemented diet. Error bars indicate the SEM of three biological replicates. A minimum of 200 animals were scored per time point. Wilcoxon signed-rank test was used for statistical analysis; p=0.02.

**Figure 6—figure supplement 1.**
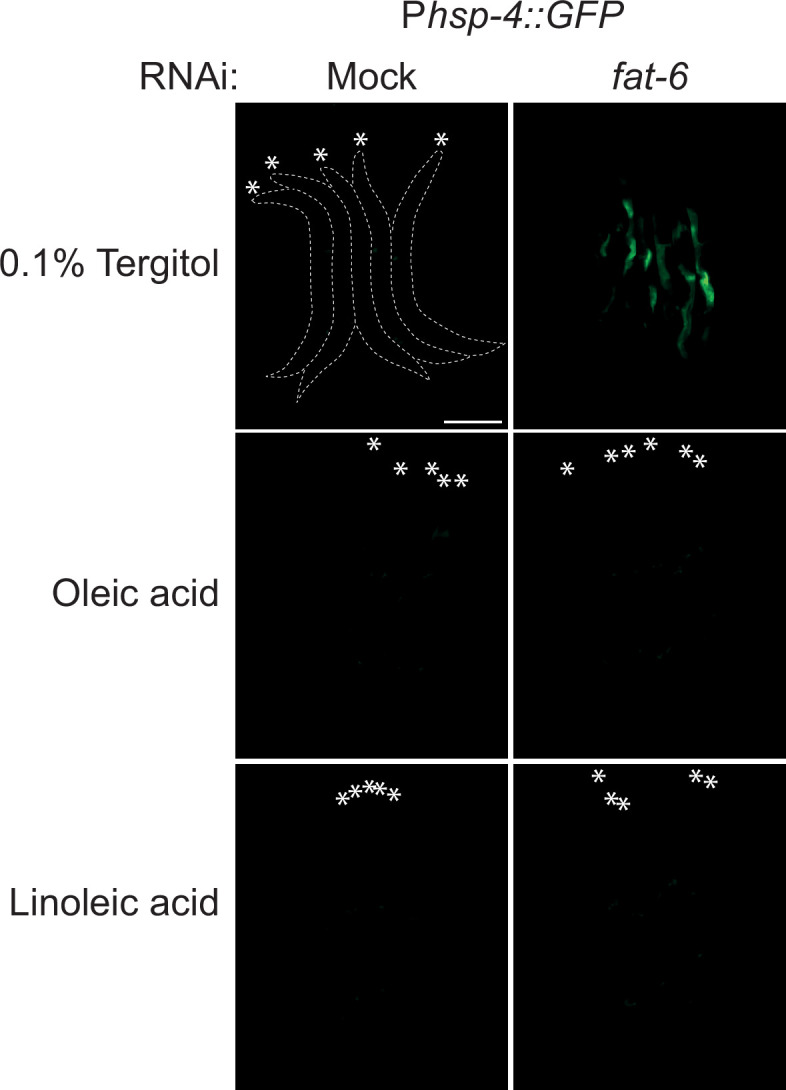
Micrographs of bundled animals expressing the P*hsp-4::GFP* reporter were subjected to either mock or *fat-6* RNAi and supplemented with either 0.1% tergitol (mock), 0.8 mM oleic acid, or 0.8 mM linoleic acid. Note a strong increase in the GFP reporter upon RNAi-mediated knockdown of *fat-6* in animals on the mock diet, which is suppressed by the supplementation with either oleic or linoleic acid. The animals are outlined in the top-left panel and the heads are indicated by asterisks. The scale bar = 200 µm.

**Figure 6—figure supplement 2.**
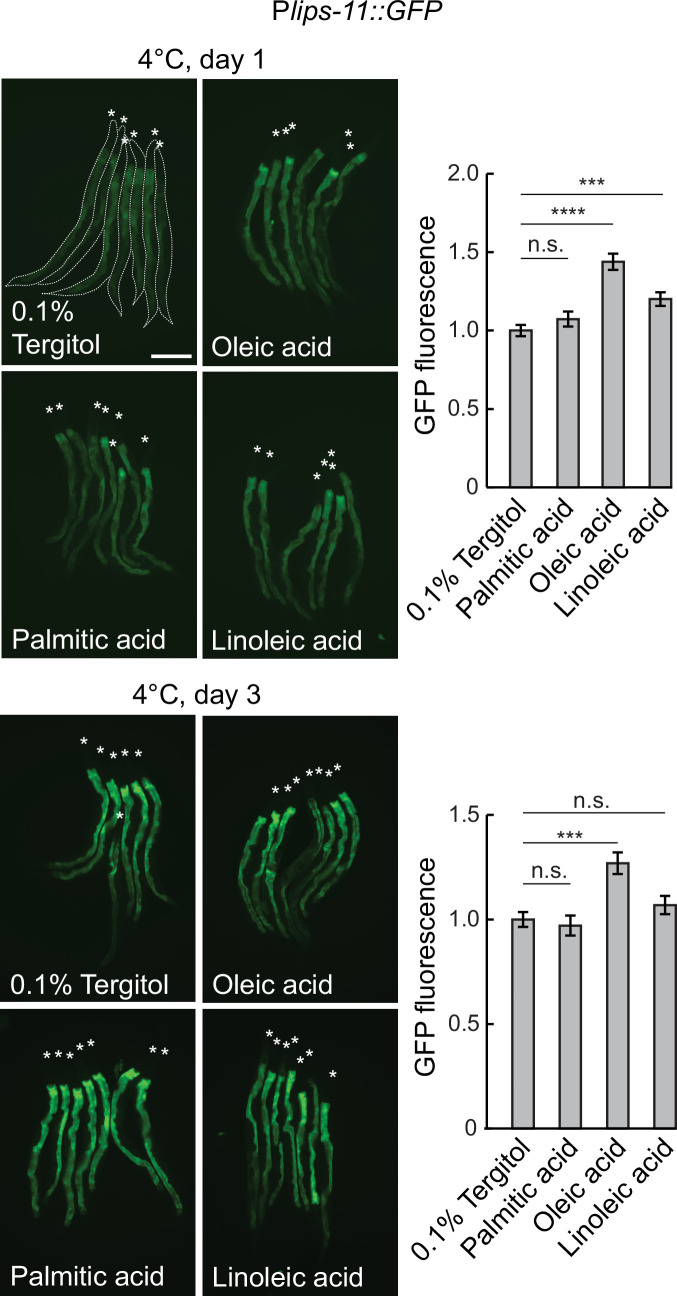
Dietary supplementation of fatty acids. Left: Micrographs taken after 1 or 3 d at 4 °C of bundled P*lips-11::GFP* reporter animals on the diet supplemented with 0.1% tergitol (mock), 0.8 mM oleic acid, 0.8 mM palmitic acid, or 0.8 mM linoleic acid. Animals are outlined in the top-left panel and the heads are indicated with asterisks. The scale bar = 200 µm. Right: the corresponding quantification of intestinal GFP fluorescence after 1 or 3 d at 4 °C on different diets, relative to the mock diet. The GFP fluorescence was analyzed from 21 to 31 animals per condition. Error bars indicate the SEM of three biological replicates. Unpaired two-sided t-test was used for statistical analysis. N.s.: p>0.05, ***p<0.001, ****p<0.0001.

### IRE-1 is important for a robust cold survival

If activating IRE-1 signaling is important during cooling, then inhibiting this pathway may be expected to impair cold survival. At standard temperature, the loss-of-function *ire-1(ok799*) mutants appear superficially wild-type. In the cold, however, these mutants displayed a modest but significant impairment of cold survival (Figure 7A). Thus, the IRE-1 signaling improves cold survival, presumably by activating its downstream targets. One obvious candidate is LIPS-11, but we found that its RNAi-mediated depletion had no obvious impact on cold survival, suggesting that LIPS-11 either plays no essential role in cold survival or functions redundantly with other IRE-1/XBP-1 targets.

**Figure 7.**
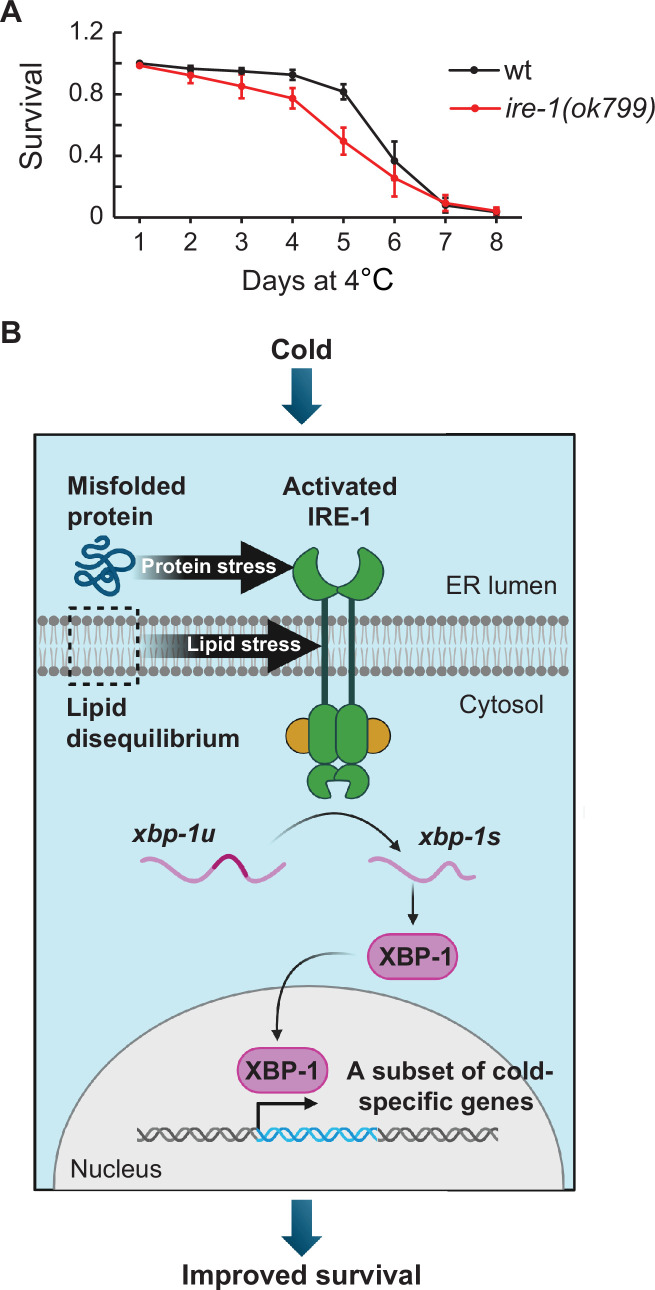
The IRE-1 pathway facilitates *C. elegans* survival during cold dormancy. (**A**) Survival of wild-type and *ire-1(ok799*) animals at 4 °C. Error bars indicate the SEM from six biological replicates. A minimum of 800 animals were scored per time point. Wilcoxon signed-rank test was used for statistical analysis; p=0.03. (**B**) A model for the IRE-1 function in hibernating nematodes. Cold exposure leads to increased protein misfolding and lipid disequilibrium in the endoplasmic reticulum (ER). These two stressors trigger the activation of IRE-1, which promotes the downstream processing of *xbp-1u* to *xbp-1s* mRNA. The functional XBP-1 transcription factor enters the nucleus to promote transcription of specific genes, including those facilitating cold survival. Created with BioRender.com.

**Figure 7—figure supplement 1.**
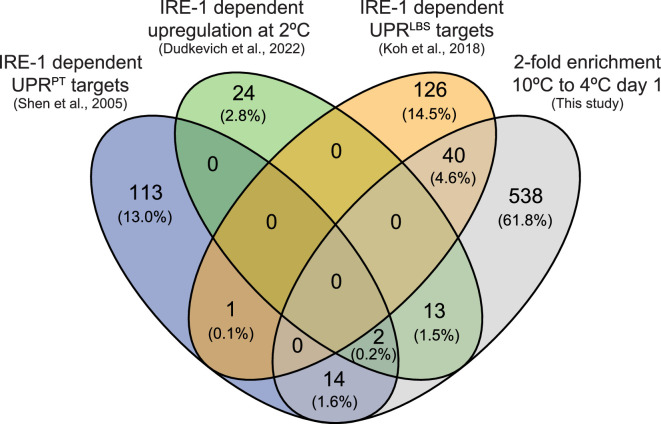
Four-way Venn diagram depicting the overlap between genes with a minimum twofold enrichment (10°C to 4°C day 1) and previously reported IRE-1 responsive genes that are upregulated either during the UPR^PT^ (Shen et al., 2005), upon shifting animals from 15°C to 2°C (Dudkevich et al., 2022), or during the UPR^LBS^ (Koh et al., 2018).

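In the mRNA values, 577 of the 10509 genes past the filter (5.49%) had a minimum 2-fold enrichment from 10°C to 4°C day 1, and 570 genes were at least 2-fold lower. Of the enriched genes, 452 were still at least 2-fold above their 10°C value at day 3 and 310 at day 5. The number depended most on the threshold, with 1006 enriched genes at 1.5-fold and 198 at 4-fold. Summing the FPKM over all transcripts of a gene or requiring any transcript of the gene to pass the threshold kept the number within 1.5 times of 577. The number was 365 with a pseudocount of 1 and 340 with the filter at an FPKM of 5. More genes were lower than enriched at 1.5-fold (1238 lower) and without the filter (903 lower and 715 enriched). These counts were not centred on the median of all transcripts.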

Several previous studies reported IRE-1-dependent genes activated in response to protein misfolding (UPR^PT^; Shen et al., 2005), lipid bilayer stress (UPR^LBS^; Koh et al., 2018), or cold when using a different cooling paradigm (Dudkevich et al., 2022). To examine if these genes were also activated by cold treatment in our study, we extracted them from the publications (Supplementary file 4) and examined their overlap with the cold-induced transcripts from Figure 2A. Curiously, we observed little overlap between the different gene sets (Figure 7—figure supplement 1 and Supplementary file 5). 

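The lists of Supplementary file 4 were matched to the mRNA values by gene identifier. All 130 genes of Shen et al. were found and 121 passed the filter; 13 of them had a minimum 2-fold enrichment and 0 were 2-fold lower. Among 10000 random gene lists of the same size matched on mean expression, the median number of enriched genes was 4, and 3 lists held as many as 13. Of the 40 genes of Dudkevich et al., 31 passed the filter, 18 (58.1%) were enriched and 1 was lower, against a median of 2 and a maximum of 9 in the random lists. Of the 180 genes of Koh et al., 167 were found and 126 passed the filter. Of these, 34 (26.98%) were enriched and 6 were lower, and the random lists held a median of 9 and at most 21. The median log2 ratios of the lists were 0.09, 1.37, and 0.48, each above every random list. The genes of Dudkevich et al. were themselves chosen as raised in the cold, so their enrichment cannot separate IRE-1 from cold induction. All libraries are from wild-type animals, so none of the overlaps tests dependence on IRE-1. The lists themselves share few genes, with 2 in common between Shen et al. and Dudkevich et al., 1 between Shen et al. and Koh et al., and 0 between the other two. Together, 63 of the enriched genes belong to any of the lists. The paper's reported overlaps in Supplementary file 5 hold 16, 15, and 40 genes, of which 13, 15, and 33 were enriched in the values examined here.

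**Figure D3:**
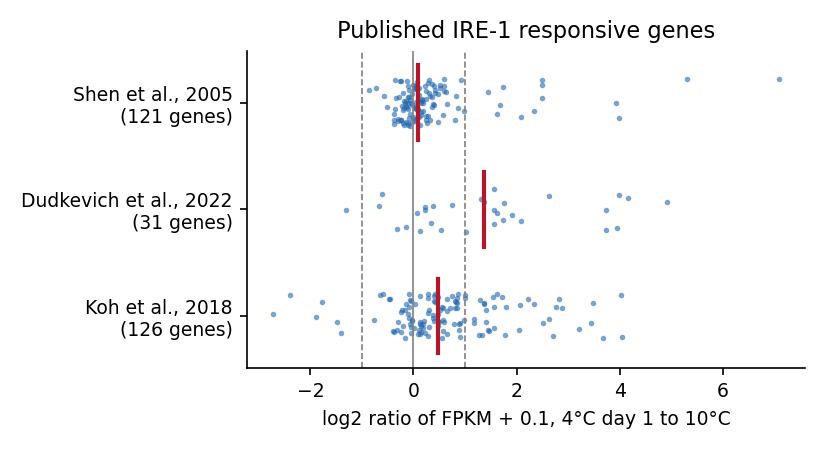
Log2 ratio of FPKM + 0.1 at 4°C day 1 to 10°C (x-axis) for the genes of the published lists that passed the filter; each point is a gene, the red bar is the median, and the dashed lines mark a 2-fold change. The medians are 0.09 for Shen et al., 1.37 for Dudkevich et al., and 0.48 for Koh et al.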

The UPR^PT^ and the UPR^LBS^ are already known to regulate largely distinct targets (Koh et al., 2018). Also, the limited overlap between those genes and IRE-1-dependent genes from Dudkevich et al. suggests that IRE-1-mediated gene expression is largely context-dependent, which could also apply to IRE-1-dependent gene expression reported here.

Summarizing, our findings suggest that cold-induced protein and lipid stress in the ER specifically induces the IRE-1 branch of the UPR. Following the IRE-1-mediated processing of *xbp-1* mRNA, the XBP-1 transcription factor activates its target genes. These include *lips-11*, but additional targets seem necessary to explain how IRE-1 benefits cold survival (Figure 7B). This model does not rule out additional players. For example, hibernating animals are sensitive to reactive oxygen species (ROS) (Pekec et al., 2022), and ROS can activate IRE-1-dependent antioxidant response mediated by the transcription factor SKN-1/Nrf2 (Hourihan et al., 2016). Whether this pathway is activated in the cold remains to be tested. Similarly, additional pathways may work alongside IRE-1 to regulate gene expression in hibernating animals. Intriguingly, we noticed that *zip-10* mRNA, encoding a transcription factor promoting organismal death during cold shock (Jiang et al., 2018), also goes up during cold dormancy. However, since the animals survive unabated, future studies will clarify if it plays a role in hibernating nematodes.

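The gene *zip-10* (WBGene00012101) lies on chromosome V of WBcel235 from 11650079 to 11650762 on the reverse strand, with 2 exons. Its FPKM was 0.358 at 20°C (limits 0.226 to 0.565), 2.26 at 10°C (1.89 to 2.71), and 15.5 at 4°C day 1 (14.5 to 16.6). It was 14.5 at day 3 (13.5 to 15.6) and 10.9 at day 5 (9.95 to 11.9). The log2 ratio from 20°C to 10°C was 2.37, and that from 10°C to 4°C day 1 was 2.72 (2.38 to 3.06). The values rest on 18 reads at 20°C, 120 at 10°C, and 835 at 4°C day 1. Of its exonic bases, 1.90% overlap exons of *skp-1* on the opposite strand.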

## Discussion

Consistent with findings from other models, our results show that also *C. elegans* respond to severe cold by globally decreasing protein synthesis. Since translation is one of the most energy-consuming biological processes, this reduction likely helps preserve cellular energy reserves. Additionally, translational regulation is reversible, which may allow for the rapid restoration of protein synthesis once animals are returned to temperatures conductive to growth and development. In poikilotherms, such as *C. elegans*, whose body temperature fluctuates with the environment, reducing global translation presumably helps the animals survive until temperatures rise again. The same applies to homeotherms capable of temporal heterothermy, meaning animals that adjust their body temperature in a circadian or seasonal circle. In other homeotherms, including humans, a global reduction of protein synthesis may serve a protective role in surviving accidental hypothermia or aiding the repair of peripheral cold injuries affecting extremities and exposed skin.

Despite the general reduction of protein synthesis during cold exposure, our results suggest that most available mRNAs are translated, albeit at a slower rate. This implies that cold-specific gene expression could be regulated through transcription or mRNA stability. In the latter case, the enrichment of specific mRNAs could result either from the degradation of specific transcripts at 20 °C (allowing them to accumulate in the cold) or from the selective degradation of some transcripts in the cold, making others relatively more abundant. While we cannot rule out this possibility for certain transcripts, we favor a simpler model in which cold-specific gene is generally regulated at the transcriptional level. Supporting this hypothesis, our findings indicate that the IRE-1/XBP-1 pathway induces transcription of at least some genes in hibernating animals.

Curiously, a different cooling protocol (shifting animals from 15°C to 2°C) also activates IRE-1 signaling, but in this case, it occurs independently of *xbp-1* processing (Dudkevich et al., 2022). In this case, IRE-1 activation is observed in neurons but remodels lipid metabolism in other tissues, likely to balance saturated and unsaturated FAs. Supporting this idea, dietary supplementation with unsaturated FAs bypasses the need for IRE-1 activation. This aligns with previous findings showing that desaturated FAs are crucial for survival at low but physiologically tolerable temperatures like 15 °C (Svensk et al., 2013). In contrast, the IRE-1 signaling described in our study involves *xbp-1* processing, and dietary supplementation with unsaturated FAs does not prevent IRE-1 activation. A possible explanation for these differences is that animals were grown at different starting temperatures (15 °C versus 20 °C) before cooling. *C. elegans* exhibits profound physiological differences between these two temperatures. For example, the above-mentioned demand for unsaturated FAs is heightened at 15 °C (Svensk et al., 2013), and the cold-sensitive TRPA-1 channel functions at 15° but not at 20 °C (Xiao et al., 2013). Additionally, while nematodes arrest development at 4 °C, they continue developing–albeit slowly–at 9 °C or higher (Horikawa et al., 2024). These observations suggest that *C. elegans* may activate IRE-1 through distinct mechanisms and with different outcomes depending on their physiological states and different cooling regimes.

What triggers IRE-1 activation in this study? Using the CPL-1^W32A, Y35A^ protein folding sensor, we observed transient protein misfolding on day 1 of cold exposure, but not on day 3. Since protein synthesis is strongly reduced in the cold, the burden of misfolded proteins may similarly decrease over time, suggesting that additional cues drive UPR^ER^ activation at later stages of hibernation. Our finding that supplementing unsaturated FAs did not prevent IRE-1 activation in hibernating nematodes aligns with previous research showing that inhibiting *C. elegans* fatty acid desaturases has little impact on their ability to survive severe cold (Murray et al., 2007). Combined with our observation that some FA desaturases may undergo additional translational repression in the cold, these results suggest that desaturated FAs are not limiting during *C. elegans* cold dormancy.

In contrast, choline supplementation reduced IRE-1-dependent expression during both early and later stages of hibernation, suggesting that changes in one or more choline derivatives contribute to ER stress. Since choline is essential for PC synthesis, a major component of biological membranes (Kent, 1990), the IRE-1 pathway may monitor a PC-sensitive aspect of ER biology. For example, it could detect alterations in transmembrane channels or peripheral membrane-binding proteins, whose activities depend on the physical properties of membrane lipids (Allende et al., 2004; Janmey and Kinnunen, 2006). However, choline also plays other roles, including in neurotransmitter synthesis and methylation metabolism. Thus, we cannot yet rule out the possibility that the protective effects of choline supplementation stem from functions outside PC synthesis.

Regardless of the exact role of IRE-1 signaling in *C. elegans* cooling, there is evidence suggesting that its connection to cold extends beyond nematodes. In cultured human neurons, moderate hypothermia activates the ER stress response and induces all three branches of the UPR, including IRE1 (Rzechorzek et al., 2016). The same study suggests that cooling-induced UPR^ER^ may be neuroprotective. Whether this response also occurs in vivo and under deep hypothermia remains to be determined. If so, its manipulation could lead to improved procedures in organ transplantation and emergency medicine, where deep cooling induces a poorly understood state of preservation supporting vital organ functions of trauma patients (Kutcher et al., 2016).

## Methods

### *C. elegans* strains and maintenance

Unless stated otherwise, animals were maintained as previously described, grown at 20 °C on 2% Nematode Growth Media (NGM) agar plates, and seeded with the *E. coli* OP50 bacteria. All strains used in this study are listed in Supplementary file 6. Synchronized animals were obtained by extracting embryos from gravid adults with a bleaching solution (30% (v/v) sodium hypochlorite (5% chlorine) reagent (ThermoFisher Scientific; 419550010), 750 mM KOH). The embryos were left to hatch in the absence of food into arrested L1 larvae by overnight incubation at room temperature in M9 buffer (42 mM Na_2_HPO_4_, 22 mM KH_2_PO_4_, 86 mM NaCl, 1 mM MgSO_4_).

### Cooling procedure

The cooling procedure was as previously published (Habacher et al., 2016; Pekec et al., 2022). In short, synchronized L1 larvae were grown at 20 °C until becoming young adults. The animals were then adapted to the cold for 2 hr at 10 °C, before being transferred to 4 °C.

### RNA-seq, polysome, and ribosome profiling

Animals were pre-grown at 20 °C, then moved to 10° for 2 hr, and then incubated at 4 °C. The reference 20 °C animals were collected at the time when others were moved to 10 °C (day 0). The RNA-seq, polysome profiling, and ribosome profiling were performed from two biological replicates as previously described (Arnold et al., 2014; Scheckel et al., 2012).

### Computational processing of RNA-seq and ribosome profiling

Both RNA-seq and ribosome profiling were processed with the ribo-seq pipeline in ORFik (v1.22.2) (Tjeldnes et al., 2021). The code for this pipeline can be found at https://www.bioconductor.org/packages/release/bioc/vignettes/ORFik/inst/doc/Ribo-seq_pipeline.html. This code was used with minor alterations (species, names of files, samples, etc.). The pipeline was run with default parameters indicated in the code above. It wraps several steps: stripping adapters using fastp (v0.23.4) with adapter sequence ‘TGGAATTCTCGGGTGCCAAGG,’ filtering contaminants (e.g. rRNA) and mapping reads with STAR (v2.7.11b) to the WBcel235 assembly and estimating expression (RPKM) using DESeq2(v1.42.1). Tracks used to display coverage for Figure 3—figure supplement 2B were created from the mapped BAM files using igvtools (v2.14.0) and the coverage was normalized to library size.

### Gene set enrichment analysis

Gene set enrichment was performed on the RNA-seq expression of all genes using the R Bioconductor package clusterProfiler (v4.10.1) and org.Ce.eg.db (v3.18.0). The top 10 categories from both the enriched and suppressed sets were visualized using enrichPlot (v1.22.0).

### Western blot analysis

Animals were harvested from plates, washed thrice in M9 buffer, and pelleted before being snap-frozen in liquid nitrogen. Protein extracts were prepared by grinding the pellet with a mortar and pestle in the presence of liquid nitrogen and dissolving in Lysis Buffer (50 mM HEPES (pH 7.4), 150 mM KCl, 5 mM MgCl_2_, 0.1% Triton X-100, 5% glycerol (w/vol), 1 mM PMSF, 7 mg/ml cOmplete Proteinase Inhibitor Tablets (Roche, 11697498001)). Debris were removed by centrifugation at 16,100 x g for 20 min at 4 °C. Protein concentrations were measured by Bradford Assay (Bio-Rad). The required amount of 4 x NuPAGE LDS Sample Buffer (Invitrogen, NP0007) and 10 x NuPAGE Sample Reducing Agent (Invitrogen, NP0004) was added to the protein samples, followed by an incubation at 70 °C for 10 min. Proteins were separated by SDS-PAGE and transferred onto a polyvinylidene difluoride membrane by wet transfer. Membranes were washed thrice for 5 min with PBS-T, blocked for 1 hr in Intercept (TBS) Blocking Buffer (LI-COR, 927–60001), and incubated overnight at 4 °C with primary antibodies diluted in the same blocking buffer. The following primary antibodies were used: 1:10,000 monoclonal mouse anti-puromycin (Merck, MABE343), and 1:5000 polyclonal rabbit anti-actin (Abcam, ab8227). Detection was carried out with IRDye 680RD-conjugated goat anti-mouse secondary antibody (LI-COR Biosciences, 926–68070) or IRDye 800CW-conjugated goat anti-rabbit secondary antibody (LI-COR Biosciences, 926–32211) and infrared imaging (LI-COR Biosciences, Odyssey CLx).

### SUnSET assay

A total of 12,000 synchronized L1 larvae were grown at 20 °C and then cooled as described earlier or kept continuously at 20 °C. The animals were kept on multiple large 15 cm^2^ plates for each sample to obtain sufficient material without crowding. The SUnSET assay was carried out essentially as previously described (Arnold et al., 2014), with modifications to assay protein synthesis at 4 °C. In brief, animals were washed twice in S-basal, resuspended in 4 ml S-medium, and transferred to a 50 ml Erlenmeyer. An overnight culture of *E. coli* OP50 was 10 x concentrated in S-medium and 750 µl was added to the animals together with 250 µl of 10 mg/ml puromycin (Millipore Sigma, P8833). The animals were grown for 4 hr at 200 rpm before harvesting. Animals were washed thrice with S-basal, pelleted, and snap-frozen in liquid nitrogen. Lysates were prepared as described in the western blot procedures and 40 µg of total protein was loaded per well. The incorporation of puromycin into nascent peptides was measured by normalizing band intensities from anti-puromycin to anti-actin antibodies. Three biological replicates were used for the final quantification.

### Construction of the *lips-11::GFP* reporter strain

The P*lips-11::GFP::unc-54* 3’UTR construct was generated via the MultiSite Gateway Technology (Thermo Fisher Scientific, 12537–023). The *lips-11* promoter (1140 bp) and GFP (867 bp) were amplified from *C. elegans* genomic DNA and a plasmid carrying GFP::H2B (pCM1.35) (Merritt et al., 2008), before being inserted into the entry vectors pDONRP4P1R and pDONR221, respectively (oligos are listed in Supplementary file 6). The resulting entry vectors were recombined along with the entry vector pCM5.37, carrying the *unc-54* 3’UTR (699 bp) (Merritt et al., 2008), and the destination vector pCFJ150 (Frøkjaer-Jensen et al., 2008), carrying chromosome II integration sites together with the *unc-119* (+) gene, resulting in the expression clone P*lips-11::GFP::unc-54* 3’UTR. Transgenic animals were obtained via single-copy integration into the *ttTi5605* locus on chromosome II by injecting EG4322 (*ttTi5605 II; unc-119(ed3) III*) animals with the expression clone (Frøkjaer-Jensen et al., 2008).

### Microscopy

Immediately prior to imaging, animals were anesthetized in a drop of 5 mM levamisole in M9 buffer on a 2% (w/v) agarose pad, clustered, covered with a cover slip, and immediately imaged with the Zeiss AxioImager Z1 microscope. Micrographs were acquired with an Axiocam MRm REV2 CCD camera using the Zen software (Zeiss) and processed with Image J. The specific area that was analyzed for fluorescent intensities, as well as the number of measurements, is indicated in each figure legend.

### Induction of ER stress by tunicamycin treatment

Animals were grown at 20 °C on NGM agar plates seeded with *E. coli* OP50. At the 2-d-old adult stage, animals were shifted to plates containing 20 µg/ml tunicamycin (Millipore Sigma, T7765), prepared from a 1 mg/ml stock solution dissolved in DMSO. Animals were then grown for 6 hr at 20 °C in the presence of tunicamycin. Control animals were treated similarly on plates containing the same volume of DMSO.

### Generation of iOP50 RNAi bacteria

Plasmids targeting *ire-1*, *xbp-1*, *pek-1*, or *atf-6* were extracted from overnight cultures of *E. coli* HT115 bacteria derived from the Ahringer library using the QIAprep Spin Miniprep Kit (QIAGEN, 27104) (Kamath et al., 2003). *E. coli* OP50 bacteria were rendered RNAi competent and chemically competent as previously described (Neve et al., 2020). The resulting iOP50 bacteria were transfected with 1 µl of the purified plasmids derived from the Ahringer library for downstream gene-specific RNAi or with the plasmid vector L4440 for mock RNAi (Fire et al., 1998; Kamath et al., 2003).

### RNAi

Gene-specific knockdown was achieved by feeding the animals with bacteria carrying plasmids expressing double-stranded RNA, sourced from either the Vidal or Ahringer libraries (Fraser et al., 2000; Kamath et al., 2003; Rual et al., 2004). Overnight cultures of *E. coli* HT115 (for RNAi at 20 °C) or *E. coli* iOP50 bacteria (for RNAi at 4 °C) were induced for 1 hr with 1 mM IPTG and seeded on NGM agar plates containing 1 mM IPTG and 50 µg/ml carbenicillin. Plates were additionally supplemented with fatty acids as described below for experiments combining RNAi-mediated gene knockdown and dietary supplementation. Synchronized L1 larvae were grown on the RNAi-inducing agar plates at 20 °C until reaching the 1-d-old adult stage and were either adapted to the cold as described and kept for 1 or 3 d at 4 °C or kept at 20 °C for the same duration. Bacteria containing the ‘empty’ L4440 vector were utilized as a mock RNAi control for all experiments.

### Dietary supplementation

For choline supplementation assays, a working stock of 200 mg/ml choline (Millipore Sigma, C7527) in water was added to autoclaved NGM media at 55 °C to a final concentration of 50 mM, except in the cold survival assay where the final concentration was 25 mM. Fatty acid-supplemented plates were prepared as previously described with adaptations (Deline et al., 2013). In brief, working stocks of 100 mM were prepared by dissolving palmitic acid (Millipore Sigma, P9767), oleic acid (Millipore Sigma, O7501), and linoleic acid (Millipore Sigma, L8134) in 50% ethanol. Fatty acid sodium salts were added to an autoclaved NGM medium containing 0.1% Tergitol (NP40) to a final concentration of 0.8 mM. Fatty acid supplemented plates were covered with foil to prevent light oxidation. All plates were seeded with an overnight culture of *E. coli* OP50 and dried for 3 d before use.

### The assay for *C. elegans* cold survival

Cold survival experiments were performed as previously described (Habacher et al., 2016; Pekec et al., 2022). In brief, a minimum of 150 synchronized L1 larvae were grown and adapted to the cold as previously described for each time point. Animals were sampled at the indicated time points and their survival was scored after 24 hr recovery at 20 °C; those animals that were unresponsive to touch were considered dead. Cold survival was assessed from a minimum of three independent biological replicates, with a minimum of 200 animals used to assess the viability at each indicated time point.

### RT-qPCR

Approximately 6,000 animals were subjected to RNA extraction as previously described (Arnold et al., 2014), animals were either collected immediately before cold adaptation (20 °C day 0) or were adapted to the cold and kept for 1 or 3 d at 4 °C or kept at 20 °C for the same time prior to collection. Subsequently, genomic DNA was removed by DNase treatment and the quality of the RNA was assessed using the NanoDrop Spectrophotometer. Reverse transcription was performed by using the SuperScript IV First–Strand Synthesis System with random primers, following the protocol from the suppliers. RT-qPCR was performed with 2.5 µl of 1:5 diluted cDNA, 0.25 µl of 10 µM gene-specific primers (Supplementary file 6), and 2 µl of the HOT FIREPol EvaGreen qPCR Mix (Solis BioDyne, 08-36-00001) in a LightCycler 96 qPCR machine.

## Data Availability

RNA sequencing information from this research can be found in the GEO repository under the following accession numbers: GSE269587 (RNA-seq) and GSE269589 (Ribo-seq). The following datasets were generated: EngelfrietML GuoY ArnoldA ValenE CioskR 2024Remodeling of gene expression during *C. elegans* hibernation. [RNA-Seq]NCBI Gene Expression OmnibusGSE269587 EngelfrietML GuoY ArnoldA ValenE CioskR 2024Remodeling of gene expression during *C. elegans* hibernation. [Ribo-Seq]NCBI Gene Expression OmnibusGSE269589 The following previously published datasets were used: ThibaultG KohJ WangL ChabotC 2018Lipid bilayer stress-activated IRE-1 modulates autophagy during endoplasmic reticulum stressNCBI Gene Expression OmnibusGSE9976310.1242/jcs.21799230333136 DudkevichR Henis-KorenblitS Lebenthal-LoingerI 2022Neuronal ire-1 coordinates an organism-wide cold stress response by regulating fat metabolism - Next Generation Sequencing Facilitates Quantitative Analysis of Wild Type and ire-1(ok799) Transcriptomes During Cold StressNCBI Gene Expression OmnibusGSE19392310.1016/j.celrep.2022.11173936450261

# Supplementary material for: Reprograming gene expression in ‘hibernating’ C. elegans involves the IRE-1/XBP-1 pathway
**Source:** eLife. 2025 May 6;13:RP101186. doi: 10.7554/eLife.101186
**Supplement:** Supplementary file 6.

**Supplementary file 6A: The *C. elegans* strains used in this study.**

| **Genotype** | **Source** | **Identifier** |
| --- | --- | --- |
| Wild type | CGC | N2 |
| P*lips-11::GFP::unc-54* 3’UTR | This study | RAF5141 |
| zcIs4[P*hsp-4::GFP*] | CGC | SJ4005 |
| zcIs13 [*hsp-6p::GFP* + *lin-15*(+)] | CGC | SJ4100 |
| zcIs9 [*hsp-60::GFP* + *lin-15*(+)] | CGC | SJ4058 |
| rmsIs8[P*xbp-1::xbp-1::GFP*] | Özbey et al, 2020 (PMID: 33232669) | RCT21 |
| hhIs113[P*nhx-2::cpl-1^W32AY35A^::YFP ;* P*myo-2::mCherry*] | Efstathiou et al, 2022 (PMID: 36471127) | PP1386 |
| *ire-1(ok799)* | CGC | RB925 |
| mtEx63[*numr-1p::numr-1::GFP + rol-6(su1006)*] | CGC | JF88 |
| wgIs563[*cebp-1::TY1::EGFP::3xFLAG + unc-119(+)*] | CGC | OP563 |
| st12254[*hsf-1::TY1::EGFP::3xFLAG*] | CGC | RW12254 |

**Supplementary file 6B: Oligos used in this study.**

| **Name** | **Sequence 5’ 🡪 3’** | **Purpose** |
| --- | --- | --- |
| P*lips-11* FWD | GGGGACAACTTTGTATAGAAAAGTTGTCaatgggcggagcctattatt | Gateway cloning |
| P*lips-11* REV | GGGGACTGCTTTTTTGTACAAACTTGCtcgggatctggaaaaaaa |  |
| GFP FWD | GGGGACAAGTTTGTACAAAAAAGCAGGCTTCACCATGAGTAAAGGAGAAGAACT |  |
| GFP REV | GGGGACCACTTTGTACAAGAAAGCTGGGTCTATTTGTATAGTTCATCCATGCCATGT |  |
| *act-1* FWD | TTGCCCCATCAACCATGAAGA | RT-qPCR |
| *act-1* REV | TGTGCAAGTTGACGAAGTTGTG |  |
| *lips-11* FWD | ACCATTGTCCAAGCGGAGTT |  |
| *lips-11* REV | AGAGGGACTCTTCTTGTTTGAGT |  |
| *hsp-4* FWD | GGCAAACGCGTACTGTGATG |  |
| *hsp-4* REV | ACGCAACGTATGATGGAGTGATT |  |
| *dnj-27* FWD | CGTTTTACGACTACCCGAAC |  |
| *dnj-27* REV | CCATACCACTGTCCTGGACTC |  |
| *srp-7* FWD | CTCAGATCTCGTCGCTGTTC |  |
| *srp-7* REV | GATTTTCTCCATGCCTCCAGTG |  |
| *C36B7.6* FWD | CTTCCAGTCCCTCATTGTCTTC |  |
| *C36B7.6* REV | GAACCAATCCGATTCTTGGCG |  |
| *cht-1* FWD | GGCTCAATACAGACAAGGACG |  |
| *cht-1* REV | CGCTGACTACACCGTTCGAG |  |
| *ZC168.2* FWD | CATGTCCGGTGTTAGCTGATG |  |
| *ZC168.2* REV | CAGAGCCGACTGCTTCACAAC |  |
| *cbp-3* FWD | GTCATTTCGCTCATTGTGCATC |  |
| *cbp-3* REV | CATTGCCCGATGTGATCAGTC |  |
| *R02D3.8* FWD | CAGTAGCCCATTACTCATCATTC |  |
| *R02D3.8* REV | TGAGCCAGCACTTTGATTATC |  |

# Supplementary material for: Reprograming gene expression in ‘hibernating’ C. elegans involves the IRE-1/XBP-1 pathway
**Source:** eLife. 2025 May 6;13:RP101186. doi: 10.7554/eLife.101186
**Supplement:** MDAR checklist

## Materials Design Analysis Reporting (MDAR) Checklist for Authors

The [MDAR framework](#) establishes a minimum set of requirements in transparent reporting mainly applicable to studies in the life sciences.

*eLife* asks authors to **provide detailed information within their article** to facilitate the interpretation and replication of their work. Authors can also upload supporting materials to comply with relevant reporting guidelines for health-related research (see [EQUATOR Network](#)), life science research (see the [BioSharing Information Resource](#)), or animal research (see the [ARRIVE Guidelines](#) and the [STRANGE Framework](#); for details, see *eLife's* [Journal Policies](#)). Where applicable, authors should refer to any relevant reporting standards materials in this form.

For all that apply, please note **where in the article** the information is provided. Please note that we also collect information about data availability and ethics in the submission form.

### Materials:

| Newly created materials                                                                                                                                                                                                                             | Indicate where provided:<br>section/figure legend | N/A |
|-----------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|---------------------------------------------------|-----|
| The manuscript includes a dedicated "materials availability statement" providing transparent disclosure about availability of newly created materials including details on how materials can be accessed and describing any restrictions on access. |                                                   | X   |

| Antibodies                                                                                                | Indicate where provided:<br>section/figure legend                                                                      | N/A |
|-----------------------------------------------------------------------------------------------------------|------------------------------------------------------------------------------------------------------------------------|-----|
| For commercial reagents, provide supplier name, catalogue number and <a href="#">RRID</a> , if available. | The supplier names and catalogue numbers for all commercial reagents used are provided throughout the methods section. |     |

| DNA and RNA sequences                                                                                               | Indicate where provided:<br>section/figure legend       | N/A |
|---------------------------------------------------------------------------------------------------------------------|---------------------------------------------------------|-----|
| Short novel DNA or RNA including primers, probes: Sequences should be included or deposited in a public repository. | Primer sequences are provided in supplementary file 6B. |     |

| Cell materials                                                                                                                                   | Indicate where provided:<br>section/figure legend | N/A |
|--------------------------------------------------------------------------------------------------------------------------------------------------|---------------------------------------------------|-----|
| Cell lines: Provide species information, strain. Provide accession number in repository OR supplier name, catalog number, clone number, OR RRID. |                                                   | X   |
| Primary cultures: Provide species, strain, sex of origin, genetic modification status.                                                           |                                                   | X   |

| Experimental animals                                                                                                                                                                                   | Indicate where provided:<br>section/figure legend                                                                                    | N/A |
|--------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|--------------------------------------------------------------------------------------------------------------------------------------|-----|
| Laboratory animals or Model organisms: Provide species, strain, sex, age, genetic modification status. Provide accession number in repository OR supplier name, catalog number, clone number, OR RRID. | All <i>Caenorhabditis elegans</i> strain information (full genotype, source, and identifier) is listed in the supplementary file 6A. |     |
| Animal observed in or captured from the field: Provide species, sex, and age where possible.                                                                                                           |                                                                                                                                      | X   |

| Plants and microbes                                                                                                                                                          | Indicate where provided:<br>section/figure legend | N/A |
|------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|---------------------------------------------------|-----|
| Plants: provide species and strain, ecotype and cultivar where relevant, unique accession number if available, and source (including location for collected wild specimens). |                                                   | X   |
| Microbes: provide species and strain, unique accession number if available, and source.                                                                                      |                                                   | X   |

| Human research participants                                                                                                    | Indicate where provided:<br>section/figure legend) or state if<br>these demographics were not<br>collected | N/A |
|--------------------------------------------------------------------------------------------------------------------------------|------------------------------------------------------------------------------------------------------------|-----|
| If collected and within the bounds of privacy constraints report on age, sex, gender and ethnicity for all study participants. |                                                                                                            | X   |

## Design:

| Study protocol                                                                                                                      | Indicate where provided:<br>section/figure legend | N/A |
|-------------------------------------------------------------------------------------------------------------------------------------|---------------------------------------------------|-----|
| If the study protocol has been pre-registered, provide DOI. For clinical trials, provide the trial registration number OR cite DOI. |                                                   | X   |

| Laboratory protocol                                                                     | Indicate where provided:<br>section/figure legend | N/A |
|-----------------------------------------------------------------------------------------|---------------------------------------------------|-----|
| Provide DOI OR other citation details if detailed step-by-step protocols are available. |                                                   | X   |

|                                                  |
|--------------------------------------------------|
| Experimental study design (statistics details) * |
|--------------------------------------------------|

| For in vivo studies: State whether and how the following have been done | Indicate where provided: section/figure legend. If it could have been done, but was not, write "not done"                                                             | N/A |
|-------------------------------------------------------------------------|-----------------------------------------------------------------------------------------------------------------------------------------------------------------------|-----|
| Sample size determination                                               | Sample sizes are indicated in the figure legend or in the relevant method subsections. Sample sizes were determined based on current standards in other publications. |     |
| Randomisation                                                           |                                                                                                                                                                       | X   |
| Blinding                                                                |                                                                                                                                                                       | X   |
| Inclusion/exclusion criteria                                            |                                                                                                                                                                       | X   |

| Sample definition and in-laboratory replication                        | Indicate where provided: section/figure legend                          | N/A |
|------------------------------------------------------------------------|-------------------------------------------------------------------------|-----|
| State number of times the experiment was replicated in the laboratory. | All relevant figure legends, methods, and supplementary figure legends. |     |
| Define whether data describe technical or biological replicates.       | All relevant figure legends, methods, and supplementary figure legends. |     |

| Ethics                                                                                                                                                              | Indicate where provided: section/submission form | N/A |
|---------------------------------------------------------------------------------------------------------------------------------------------------------------------|--------------------------------------------------|-----|
| Studies involving human participants: State details of authority granting ethics approval (IRB or equivalent committee(s), provide reference number for approval.   |                                                  | X   |
| Studies involving experimental animals: State details of authority granting ethics approval (IRB or equivalent committee(s), provide reference number for approval. |                                                  | X   |
| Studies involving specimen and field samples: State if relevant permits obtained, provide details of authority approving study; if none were required, explain why. |                                                  | X   |

| Dual Use Research of Concern (DURC)                                                                                                                      | Indicate where provided: section/submission form | N/A |
|----------------------------------------------------------------------------------------------------------------------------------------------------------|--------------------------------------------------|-----|
| If study is subject to dual use research of concern regulations, state the authority granting approval and reference number for the regulatory approval. |                                                  | X   |

## Analysis:

| Attrition                                                                                                                                                                                                             | Indicate where provided:<br>section/figure legend | N/A |
|-----------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|---------------------------------------------------|-----|
| Describe whether exclusion criteria were pre-established. Report if sample or data points were omitted from analysis. If yes, report if this was due to attrition or intentional exclusion and provide justification. |                                                   | X   |

| Statistics                                                   | Indicate where provided:<br>section/figure legend             | N/A |
|--------------------------------------------------------------|---------------------------------------------------------------|-----|
| Describe statistical tests used and justify choice of tests. | All relevant figure legends and supplementary figure legends. |     |

| Data availability                                                                                                                                                | Indicate where provided:<br>section/submission form                                                          | N/A |
|------------------------------------------------------------------------------------------------------------------------------------------------------------------|--------------------------------------------------------------------------------------------------------------|-----|
| For newly created and reused datasets, the manuscript includes a data availability statement that provides details for access (or notes restrictions on access). | See "Data availability" for statement and details.                                                           |     |
| When newly created datasets are publicly available, provide accession number in repository OR DOI and licensing details where available.                         | GEO accession details are provided under "Data availability".                                                |     |
| If reused data is publicly available provide accession number in repository OR DOI, OR URL, OR citation.                                                         | Other databases used in this study are cited in the result section and relevant supplementary figure legend. |     |

| Code availability                                                                                                                                                                                                                                                  | Indicate where provided:<br>section/figure legend                                                                                         | N/A |
|--------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|-------------------------------------------------------------------------------------------------------------------------------------------|-----|
| For any computer code/software/mathematical algorithms essential for replicating the main findings of the study, whether newly generated or re-used, the manuscript includes a data availability statement that provides details for access or notes restrictions. | Details are given under "Computational processing of RNA-seq and ribosome profiling" in the method section.                               |     |
| Where newly generated code is publicly available, provide accession number in repository, OR DOI OR URL and licensing details where available. State any restrictions on code availability or accessibility.                                                       |                                                                                                                                           | X   |
| If reused code is publicly available provide accession number in repository OR DOI OR URL, OR citation.                                                                                                                                                            | An URL to the code for the pipeline used in this study is given under "Computational processing of RNA-seq and ribosome profiling" in the | X   |

|  |                 |  |
|--|-----------------|--|
|  | method section. |  |
|--|-----------------|--|

## Reporting:

The MDAR framework recommends adoption of discipline-specific guidelines, established and endorsed through community initiatives.

| Adherence to community standards                                                                                                                                                | Indicate where provided:<br>section/figure legend | N/A |
|---------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|---------------------------------------------------|-----|
| State if relevant guidelines (e.g., ICMJE, MIBBI, ARRIVE, STRANGE) have been followed, and whether a checklist (e.g., CONSORT, PRISMA, ARRIVE) is provided with the manuscript. |                                                   | X   |

\* We provide the following guidance regarding transparent reporting and statistics; we also refer authors to [Ten common statistical mistakes to watch out for when writing or reviewing a manuscript](#).

### Sample-size estimation

- You should state whether an appropriate sample size was computed when the study was being designed
- You should state the statistical method of sample size computation and any required assumptions
- If no explicit power analysis was used, you should describe how you decided what sample (replicate) size (number) to use

### Replicates

- You should report how often each experiment was performed
- You should include a definition of biological versus technical replication
- The data obtained should be provided and sufficient information should be provided to indicate the number of independent biological and/or technical replicates
- If you encountered any outliers, you should describe how these were handled
- Criteria for exclusion/inclusion of data should be clearly stated
- High-throughput sequence data should be uploaded before submission, with a private link for reviewers provided (these are available from both GEO and ArrayExpress)

### Statistical reporting

- Statistical analysis methods should be described and justified
- Raw data should be presented in figures whenever informative to do so (typically when N per group is less than 10)
- For each experiment, you should identify the statistical tests used, exact values of N, definitions of center, methods of multiple test correction, and dispersion and precision measures (e.g., mean, median, SD, SEM, confidence intervals; and, for the major substantive results, a measure of effect size (e.g., Pearson's  $r$ , Cohen's  $d$ ))
- Report exact p-values wherever possible alongside the summary statistics and 95% confidence intervals. These should be reported for all key questions and not only when the p-value is less than 0.05.

### Group allocation

- Indicate how samples were allocated into experimental groups (in the case of clinical studies,

please specify allocation to treatment method); if randomization was used, please also state if restricted randomization was applied

- Indicate if masking was used during group allocation, data collection and/or data analysis

How the deposited data were processed for this re-analysis (not part of the article)

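Total RNA of whole wild-type animals was measured in 5 conditions: 20°C, 10°C, and day 1, day 3, and day 5 at 4°C, with 2 biological replicates each. The authors processed the reads with the ribo-seq pipeline of ORFik (1.22.2), which stripped adapters with fastp (0.23.4), filtered contaminants such as rRNA, and mapped reads with STAR (2.7.11b) to WBcel235. The authors estimated expression with DESeq2 (1.42.1) and deposited it as FPKM per transcript. The annotation release, the use of strand in counting, and whether and how replicates were pooled are not named in the paper's text. The deposited values have 1 column per condition and no replicate number. A further column of values, for 25°C, belongs to no sample of the series and was not used.

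FPKM values were multiplied by exon lengths from release 115 of the Ensembl annotation of WBcel235, and 100% of the values in each of the 5 columns came out as whole multiples of 1 read. Reads on transcripts numbered between 70741449 at day 5 and 85103831 at day 1. Because a read counts for every transcript it overlaps, these totals exceed the number of distinct reads. Wilson limits at the 95% level and a floor of 3 counts were computed from these reads. They cover counting error only, since 1 column per condition does not contain the spread between replicates.

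A filter kept transcripts with an FPKM of at least 1 in at least 1 condition, which left 19249 of 31865 transcripts and 10509 of 19985 genes. The change between a pair of conditions is the log2 ratio of FPKM + 0.1. A gene took the value of its transcript with the highest mean FPKM, and a change was called at 2-fold. A limma fit had been planned for columns with replicates; with pooled columns no test was run, and no p-values are given. Gene lists and families were described by the percentile of their median, and of their number of enriched genes, among 10000 random lists of the same size drawn within 20 bins of mean expression. The range of the random lists means that between percentiles 2.5 and 97.5. Correlations with RPF used the paper's values for the 1998 transcripts of Supplementary file 2 that could be read.

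The genes named were fixed by a rule before the data were examined: every gene the paper names with mRNA values, the transcripts of Supplementary file 3, the genes of Supplementary file 5, and the 10 largest rises and 10 largest falls from 10°C to 4°C day 1. Other genes named in the closing section (*lips-12*, *fat-7*, the *vit* genes, the neighbours *pho-14* and *sut-1*, and genes in runs of neighbours) were chosen after their values were seen. Alternatives fixed at the same time were a pseudocount of 1 or 0.01, no filter or a filter at an FPKM of 5, ratios centred on the median of all transcripts, thresholds of 1.5-fold and 4-fold, sums over the transcripts of a gene, any transcript past the threshold, and, for the correlation, 1 transcript per gene or no filter on RPF.

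The procedure was tested on simulated data with known changes. Reads were recovered for 100% of 31865 transcripts, 98.2% of 169 changed genes passed the 2-fold threshold, and 8 of 10339 unchanged genes did. Every simulated change was larger than 2-fold, and the only noise was counting error. The numbers therefore do not cover changes near the threshold or false calls from the spread between replicates. Of 100 simulated lists without a shift, 4 fell in the outer tails of the random lists. Computations used Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1, and matplotlib 3.10.9.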

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

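Apart from those on sequencing depth and on a few genes taking most of the counts, the tests below were chosen after the result was seen. The results concern transcripts and genes that the paper does not discuss, with values above the smallest that the depth can show. None has a replicate check. GC content was not analysed here.

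From day 3 to day 5 at 4°C, 1016 transcripts were at least 2-fold lower and 19 were at least 2-fold higher. With the day 3 reads thinned at random to the day 5 total, 3 transcripts fell 2-fold, so the lower depth at day 5 does not account for the falls. Leaving the 100 most read transcripts out of the column totals gave 1035 falls, so these transcripts do not account for them either. Longer transcripts fell more: the median log2 ratio was 0.14 in the shortest 10% of transcripts (median length 381 bases) and -0.31 in the longest 10% (4776 bases). With the medians of 10 such length groups subtracted, there were 857 falls, 778 of them among the 1016, and 15 rises, so length bias accounts for part of the number at most. The ratio was related more closely to expression level, with a Spearman correlation of 0.428 with mean FPKM against -0.309 with length. The median log2 ratio was -0.35 in the lowest 10% of transcripts by mean FPKM and 0.15 in the highest 10%. With the medians of 10 such expression groups subtracted, there were 505 falls, 490 of them among the 1016, and 90 rises, 17 of them among the 19, so a shift that depends on expression level could account for a large part of the falls and of their excess over rises. Of the falls, 85.7% had at least 100 reads at day 3, which leaves little room for counting noise. The treatment labels of the day 5 samples give 3 days at 4°C; the 1035 transcripts that changed between the columns cannot decide this, since the spread of repeat samples is unknown. The longer time at 4°C may lie behind the falls, but this hypothesis cannot be told apart from a shift that depends on expression level or from a difference between the pooled libraries.

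The vitellogenin genes fell from day 3 to day 5, with log2 changes of -1.21 for *vit-1*, -1.50 for *vit-2*, -1.02 for *vit-3*, -1.02 for *vit-4*, -1.10 for *vit-5*, and -1.28 for *vit-6*. Their median of -1.15 was at percentile 0.03 of 10000 random gene lists matched on transcript length, whose median was -0.19. The counting limits of day 3 and day 5 overlap for 0 of the 6 genes. All 6 have values of their own, yet copies that are similar in part can share reads, so the number of *vit* genes that fell independently is not known. Sharing within the family does not account for the fall of the family as a whole. Its share of the reads, with shared reads counted in each copy, went from 3.41% to 1.52%. A lower level of vitellogenin mRNA after 5 days at 4°C is a candidate explanation that cannot be told apart from a difference between the pooled libraries.

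Next to *lips-11*, the log2 change from 10°C to 4°C day 1 was 6.58 for *lips-13* and 4.26 for *lips-12*. The counting limits overlap for 0 of these 2 genes. The reads of *lips-13* stayed between 27.1% and 29.3% of those of *lips-11* from day 1 to day 5, a ratio of 1.08 between the largest and the smallest share, as reads shared between the paralogs would give. The nearest genes past the filter on either side had log2 ratios of 0.48 (*pho-14*) and -0.13 (*sut-1*), so a 2-fold rise did not extend to them; genes under the filter were not examined. The paralogs may be induced together with *lips-11*, but shared reads remain as an explanation, and sequences were not compared.

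Among the falls from 10°C to 4°C day 1, *hacd-1* had a log2 change of -5.23 and *fat-5*, another desaturase gene, of -3.995. Their FPKM went from 43.4 to 1.06 and from 11.3 to 0.617. The counting limits overlap for 0 of the 2 genes. Exons of another gene cover 2.54% of the exonic bases of *fat-5* and 0% of those of *hacd-1*. Of the related desaturase genes, *fat-6* had a log2 ratio of -1.11 and *fat-7* of 0.0143. Over all transcripts without any filter, 0 of other genes fell as far as *fat-5*. The 2 genes were picked as the largest falls, so this count cannot decide whether shared reads account for them. Sequences were not compared, and shared reads remain open as an explanation. A lower mRNA level of both genes at 4°C is a hypothesis that rests on 1 pooled column per condition.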

How the results depend on the processing

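No paired analysis was possible because there is 1 column per condition, with no replicate number. For the same reason, leaving out a replicate and a block for the replicate were not run. Numbers below are set against those with a pseudocount of 0.1, an FPKM of at least 1, and a 2-fold threshold.

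With a pseudocount of 1, from 10°C to 4°C day 1, 604 transcripts were higher and 328 lower (957 and 818 before), and 365 genes were higher and 228 lower (577 and 570 before). The numbers of transcripts changed were 98 from 20°C to 10°C, 932 from 10°C to 4°C day 1, 493 from day 1 to day 3, and 329 from day 3 to day 5 (299, 1775, 984, and 1035 before). At day 5 against day 3, 6 were higher and 323 lower. The log2 ratio of *lips-11* was 6.05 with rank 2, and that of *zip-10* was 2.34. With a pseudocount of 0.01, *lips-11* had rank 4, and 37 transcripts were higher at day 5 than at day 3. A pseudocount of 1 exceeds the FPKM of *lips-11* at 10°C (0.723) and so lowers its ratio. Depth sets the limits of that ratio, 6.73 to 7.47 with a pseudocount of 0.1.

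Without the filter, 1233 transcripts and 903 genes were lower at 4°C day 1, 459 transcripts changed from 20°C to 10°C, and 76 were higher at day 5 than at day 3. The median of the ribosomal proteins, 0.17, moved outside the range of the random lists (percentile 99.97). That of the C-type lectins and lysozymes, -0.0403, moved inside. The cause of neither move was tested. With an FPKM of at least 5, 588 transcripts and 340 genes were higher and 280 transcripts and 192 genes lower. The numbers changed were 140, 868, 584, and 542 in the order above, with 6 higher and 536 lower at day 5. The medians of the cytochromes P450 (-0.26) and the peroxisomal genes (-0.14) moved inside the random range; the cause was not tested.

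At 1.5-fold, 1762 transcripts were higher and 2010 lower, and 1006 genes higher and 1238 lower. The numbers changed were 916, 3772, 2374, and 3301, with 184 higher and 3117 lower at day 5. Enriched genes were 23 in the list of Shen et al., 55 in that of Koh et al., and 95 in any list. At 4-fold, 261 transcripts were higher and 157 lower, and 198 genes higher and 111 lower. The numbers changed were 32, 418, 154, and 39, with 0 higher and 39 lower at day 5. Enriched genes were 8 in the list of Dudkevich et al., 16 in that of Koh et al., and 32 in any list.

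With ratios centred on the median of all transcripts, the median of the translationally reduced group was 0.26 (0.17 before), the size of the shift. The share of higher transcripts among those changed at 4°C day 1 went from 53.9% to 60.4%. The median absolute log2 ratio was then 0.23 from 10°C to 4°C day 1 and 0.24 from day 3 to day 5, an order that is the other way round without centring (0.24 and 0.23). The log2 ratio of *hsp-6* from 20°C to 4°C day 1 changed sign, from -0.0800 to 0.0108. From 20°C to day 5, those of *hsp-4* (-0.0421 to 0.0965) and *atf-6* (-0.121 to 0.0179) changed sign too, from values within the counting error of 0. With FPKM summed over transcripts, the median of the ribosomal proteins, 0.17, lay outside the random range, at percentile 99.475. The cause was not tested.

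The medians of the 3 published lists stayed outside the random range under every alternative that gives a median. The Pearson correlation stayed within its resampling limits, between 0.304 and 0.416; centring cannot change it. In each alternative with a 2-fold threshold, more transcripts changed from 10°C to 4°C day 1 than in any other step between neighbouring conditions; at 1.5-fold and 4-fold this held as well. For single genes, 315 values under alternatives stayed within counting limits, 50 moved outside, 38 of them with centring, and 1 that had been outside the counting error of 0 changed sign (*hsp-6*, above).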

Differences from the paper's values

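The Pearson correlation of mRNA and RPF changes was 0.416 against the paper's 0.7244968. The paper's value covers all transcripts, while the value here covers the 1308 transcripts of chromosome I for which RPF could be read. None of the alternatives set before the data were examined closed the gap; they gave 0.304 to 0.416.

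For 10 of the 16 genes of Supplementary file 3 that passed the filter, the log2 mRNA change was lower than the paper's by more than the counting error. It was 0.49 against the paper's 0.59 for *col-119*, 0.35 against the paper's 0.44 for *col-124*, and 0.43 against the paper's 0.52 for *col-140*. It was 0.29 against the paper's 0.39 for *col-19*, 0.17 against the paper's 0.27 for *col-20*, and 0.15 against the paper's 0.25 for *col-8*. It was 0.0714 against the paper's 0.173 for *fard-1*, 0.22 against the paper's 0.32 for *fat-2*, 0.0339 against the paper's 0.138 for *lon-1*, and 0.50 against the paper's 0.60 for *phat-7*. With ratios centred on the median of all transcripts, *col-119* alone was still outside (0.58); the other alternatives set before the data were examined left at least 10 genes outside.

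The paper's folds over 20°C in Figure 4—figure supplement 2 come from RT-qPCR, another assay, and were read by eye; its errors are SEM. The fold of FPKM + 0.1 for *lips-11* was 526 at day 1, against the paper's about 84, and 400.5 at day 3, against the paper's about 160. With a pseudocount of 1, it was 102 at day 1, which is within 1.5 times of the paper's, and 78.0 at day 3. The FPKM of *lips-11* at 20°C was 0.115, from 8 reads, so a pseudocount of 1 largely sets both folds. The nearness at day 1 therefore does not show that the assays match. At day 3, none of the alternatives set before the data were examined closed the gap. For *hsp-4*, the fold was 1.74 at day 1 against the paper's about 1.0, and 0.896 at day 3 against the paper's about 2.2. The fold of *dnj-27* at day 3 was 1.15 against the paper's about 2.0, and that of *srp-7* at day 1 was 4.15 against the paper's about 1.8. None of the alternatives set before the data were examined closed these gaps. Each fold is that of the gene's transcript with the highest mean FPKM, which the RT-qPCR primers need not match.

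The paper states that the IRE-1 responsive genes kept accumulating from day 1 to day 3. In the RNA-seq values, the FPKM fell from 113 to 85.9 for *lips-11*, from 281 to 145 for *hsp-4*, and from 308 to 262 for *srp-7*, while it rose from 13.6 to 16.7 for C36B7.6. The values for *dnj-27*, 14.5 and 15.4, did not differ by more than the counting error. Those of *hsp-4* and *dnj-27* are from 1 transcript each, F43E2.8b.1 (975 bases, 3 exons) and Y47H9C.5b.1 (957 bases, 2 exons). Other transcripts of these genes were not compared, so the values may not stand for the whole gene. Figure 2—figure supplement 2 places the defense response among the activated categories. The C-type lectins and lysozymes, a stand-in of 65 genes and not the category itself, had a median log2 ratio of -0.30. The paper's enrichment used all genes. Without the filter, the stand-in had 249 genes and a median of -0.04, inside the range of the random lists.

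Supplementary file 5 counts 10 genes in the overlaps that were not enriched here. Of these, clec-121, F15B9.6, F20D6.8, and C43C3.4 did not pass the filter. The log2 ratios of the others were 0.99 for Y54G2A.18, 0.93 for *sec-22*, 1.00 for *ampd-1* (just under the threshold), 1.00 for C10C5.4 (just under), 0.90 for C27D8.3, and 0.98 for F59A7.2. Without the filter, clec-121, F15B9.6, and C43C3.4 were enriched. With centred ratios, Y54G2A.18, *sec-22*, *ampd-1*, C10C5.4, and F59A7.2 were enriched. With a pseudocount of 0.01, *ampd-1*, C10C5.4, and F59A7.2 were enriched, and with FPKM summed over transcripts *ampd-1* was. At 1.5-fold, all 6 that passed the filter were enriched. F20D6.8 was not enriched under any alternative.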

Other observations

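In the tests on genes that had risen at 10°C, that on few reads was set out beforehand, as were those on overlapping genes and on gene families for neighbouring genes; the other tests below were chosen after the result was seen.

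The paper measured UPR genes by RT-qPCR and reporters. Their RNA-seq values are given here, each from the gene's transcript with the highest mean FPKM. The FPKM at 20°C, 10°C, and day 1, day 3, and day 5 at 4°C was 162, 180, 281, 145, and 157 for *hsp-4*, and 74.1, 96.1, 308, 262, and 265 for *srp-7*. For *cbp-3* it was 7.28, 13.1, 29.3, 9.23, and 7.58, and for *pek-1* 14.0, 14.8, 27.8, 24.3, and 18.2. Of 15 UPR genes examined, 3 were at least 2-fold higher at day 1 than at 20°C (*lips-11*, *srp-7*, and *cbp-3*), and 2 each at day 3 and day 5 (*lips-11* and *srp-7*). At day 1, *pek-1* lay just under the threshold with a log2 ratio of 0.99; with centred ratios it was 1.08, which makes 4 genes. ZC168.2 had between 3 and 9 reads per condition, too few to show a change.

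For genes whose proteins the paper followed with EGFP, the log2 mRNA ratio from 10°C to 4°C day 1 was 1.63 for *cebp-1*, 6.30 for *numr-1*, and -0.29 for *hsf-1*. The identical values of *numr-1* and *numr-2* are consistent with reads of near-identical copies being counted in each copy: 54 other genes past the filter share their length and all 5 values with another gene.

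The paper's log2 mRNA changes for the translationally reduced group exceed those computed here by 0.09 to 0.11. After centring on the median of all transcripts, the median difference was 0.0167, which is consistent with a difference in scaling between the 10°C and 4°C day 1 columns.

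The transcripts with readable RPF values had a narrower spread of mRNA ratios, with a standard deviation of 0.41 against 0.66 over all transcripts. Corrected for this by Thorndike's formula, the Pearson correlation was 0.591, still below the paper's value. The corrected value has no limits, so whether the narrower spread explains part or all of the gap was not decided.

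Of the 577 genes raised at 4°C day 1, 76 (13.2%) had already risen at least 2-fold from 20°C to 10°C, against 1.27% of all genes. Random lists matched on mean expression held at most 24 such genes. Among raised genes with at least 100 reads at 20°C, the share was 9.89% (26 of 263 genes), against at most 8 genes in the random lists, so neither expression level nor few reads accounts for it. The response of these genes may begin during the step at 10°C; with 1 pooled column per condition, this is a hypothesis.

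Genes raised at 4°C day 1 often lie next to each other. Among genes past the filter, 118 pairs of neighbours were both raised, with a median of 34 and at most 57 pairs in 10000 random lists matched on mean expression. Without pairs whose gene spans overlap, 101 pairs remained (at most 54 in the random lists). Without pairs whose names share their first part, 61 remained (at most 48). The longest runs were C37A5.6, C37A5.5, *fipr-23*, C37A5.3, *fipr-22*, and *fipr-24* on chromosome I, and *kreg-1*, F53A9.1, F53A9.6, F53A9.7, and F53A9.8 on chromosome X. Regional activation is a candidate explanation; reads shared between similar neighbours with different names were not tested, since sequences were not compared.

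The share of reads on histone genes was 3.25% at 20°C, 3.07% at 10°C, 4.15% at day 1, 4.74% at day 3, and 6.50% at day 5, with 1 transcript per gene. For ribosomal proteins it was 2.92%, 2.66%, 3.07%, 3.51%, and 4.75%, and for vitellogenins 4.53%, 4.42%, 4.41%, 3.41%, and 1.52%. Near-identical copies of a gene can each receive the same read, and the column totals count a read for every transcript it overlaps. These values are therefore not shares of distinct reads. From 20°C to day 5, 852 transcripts were at least 2-fold higher and 2894 lower. The median of all transcripts shifted by -0.14 over that span, and relative to it 1059 were higher and 2530 lower.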
